# Gene targets of mouse miR-709: regulation of distinct pools

**DOI:** 10.1038/srep18958

**Published:** 2016-01-08

**Authors:** Sneha Surendran, Victoria N. Jideonwo, Chris Merchun, Miwon Ahn, John Murray, Jennifer Ryan, Kenneth W. Dunn, Janaiah Kota, Núria Morral

## Abstract

MicroRNA (miRNA) are short non-coding RNA molecules that regulate multiple cellular processes, including development, cell differentiation, proliferation and death. Nevertheless, little is known on whether miRNA control the same gene networks in different tissues. miR-709 is an abundant miRNA expressed ubiquitously. Through transcriptome analysis, we have identified targets of miR-709 in hepatocytes. miR-709 represses genes implicated in cytoskeleton organization, extracellular matrix attachment, and fatty acid metabolism. Remarkably, none of the previously identified targets in non-hepatic tissues are silenced by miR-709 in hepatocytes, even though several of these genes are abundantly expressed in liver. In addition, miR-709 is upregulated in hepatocellular carcinoma, suggesting it participates in the genetic reprogramming that takes place during cell division, when cytoskeleton remodeling requires substantial changes in gene expression. In summary, the present study shows that miR-709 does not repress the same pool of genes in separate cell types. These results underscore the need for validating gene targets in every tissue a miRNA is expressed.

MicroRNAs (miRNAs) are a class of small (~19–23 nt) non-coding RNAs that are widely expressed in plants, animals, and some viruses. It has been estimated that the human genome encodes over 2,400 miRNAs^1^, which regulate about 60% of mammalian genes^2^. Mammalian miRNAs can repress their targets through either protein translation inhibition or transcript destabilization (the predominant mechanism)^3^,^4^. An mRNA can be targeted by numerous miRNAs, and a single miRNA can target multiple mRNAs, which allows miRNAs to regulate multiple gene networks^5^. It is now widely accepted that miRNAs have important roles in regulating complex processes such as development^6^, cell cycle^7^, and metabolism^8^. Nevertheless, their role as regulators of gene expression is paradoxical. On one side, many miRNAs are highly conserved (sometimes even between vertebrates and invertebrates), which suggests functional importance^9^. On the other, deletion of individual miRNA often does not result in any obvious defects, implying that miRNAs are dispensable^10^. The view that is emerging from these studies is that, unlike transcription factors, most miRNA are not master regulators of gene expression^11^. Instead, miRNAs are fine tuners of transcription, contributing to set the mean level of expression of a gene, and buffering variations in expression due to environmental changes^12^. Thus, miRNAs confer robustness to transcriptional programs during transition from one developmental stage to another or during cell differentiation processes^13^.

miR-709 is an abundant miRNA expressed in multiple mouse tissues, including brain, thymus, heart, lung, liver, spleen, kidney, adipose tissue, and testes^14^,^15^,^16^,^17^. miR-709 is embedded in intron 8 of the Regulatory Factor X1 (*Rfx1*) gene, a member of the winged-helix subfamily of helix-turn-helix transcription factors with activation as well as repression activity^18^. Like miR-709, *Rfx1* is ubiquitously expressed^19^. A few studies have underscored the role of miR-709 in response to cellular stress and/or cell proliferation processes. In a mouse model of injury to the peripheral nervous system (PNS), miR-709 was found upregulated and shown to bind to the mRNA of transcription factors Egr2, c-Jun, and Sox-2, key mediators of dedifferentiation and myelination/demyelination^20^. In mouse testis, miR-709 controls expression of Brother Of the Regulator of Imprinted Sites (BORIS)^14^. BORIS is an important regulator of DNA methylation and imprinting, and controls epigenetic reprogramming during differentiation of germ cells^21^. In adipocytes, miR-709 plays a role on differentiation by targeting glycogen synthase kinase 3β (GSK3β)^15^. Finally, miR-709 has been shown to inhibit Notch1-induced T cell acute lymphoblastic leukemia (T-ALL) by targeting the oncogene c-Myc, Akt and Ras-GRF1^22^.

Every tissue possesses a distinctive transcriptome and miRNA signature. miRNAs expressed in multiple tissues would be predicted to bind to and regulate the same genes in these tissues, as long as the mRNAs were part of the tissue’s transcriptome. Currently, it is not known whether miR-709, a ubiquitous miRNA, regulates the same genes in different tissues. Here we have used a comprehensive approach to identify liver targets of miR-709, with special emphasis on analysis of previously validated targets in non-hepatic tissues.

## Results and Discussion

### miR-709 is highly abundant in mouse liver

It has been reported that only the most abundant miRNAs suppress their target genes, and about 60% are not active^23^. To identify miRNAs expressed in liver, miRNA profiles were obtained. Based on signal intensity, mmu-miR-709 (miR-709) is expressed at high levels in this tissue, at approximately one-fourth of the most abundant miRNA, miR-122, and ~2-fold higher than let-7a (Supplementary Table 1). Computational analysis of predicted targets using miRanda^24^ and miRWalk^25^ suggested that miR-709 gene targets are associated with cytoskeleton functions.

### miR-709 induces transcriptional silencing of cytoskeleton genes

Based on information available from the miRBase, the 3p strand of miR-709 is used for silencing (http://www.mirbase.org). We used luciferase reporter plasmids containing the complementary sequence to miR-709 (tough decoys), to confirm that in primary hepatocytes the 3p strand of miR-709 is used to repress its targets (Fig. 1A). The degree of luciferase repression was ~3-fold below the level observed with a tough decoy containing a target site for miR-122, the most abundant miRNA in liver, which is consistent with the amount of miR-709 relative to miR-122 (Supplementary Table 1). This indicates that miR-709 is expressed in hepatocytes and that the 3p strand is used for gene silencing.

It is widely accepted that mammalian miRNAs repress their targets mostly through mRNA destabilization rather than translation inhibition^4^,^26^. mRNA degradation accounts for 66 to 90% of miRNA-mediated regulation^27^. Therefore, we proceeded to identify miR-709 targets by transcriptome analysis. Mouse primary hepatocytes were transfected with miR-709 mimic or a control miRNA, Cel-239b, and harvested 24 hour later. This resulted in a 3.8-fold increase in cytoplasmic levels of miR-709 (Supplementary Fig. 1). 

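Primary hepatocytes, the main metabolic cells of the liver, were transfected in culture with 1 µg of a miR-709 mimic or of Cel-239b, a worm miRNA used as control. Total RNA was isolated 24 h later. The arrays came from 4 replicates treated with miR-709 (A to D) and 3 treated with Cel-239b (B to D), with 1 array per replicate. Neither the methods nor the sample labels say whether these replicates came from separate mice or hepatocyte isolations, so the p-values measure only the spread between these arrays. The authors' deposited values are log2 signals per probe set after RMA, which corrects the background, gives every array the same distribution of signals and combines the probes of a probe set. They ran from 1.92 to 14.08, with a median of 5.04 to 5.07 per array. Across probe sets, the correlation between arrays was 0.997 to 0.998 within a treatment and 0.995 to 0.997 between treatments. Of the 28853 probe sets, 21789 were paired with 1 gene symbol, and these gave the 19938 genes tested. For a gene with several probe sets, the one with the highest mean signal over all arrays was taken. Treatments were compared with limma on the log2 values, with Benjamini-Hochberg adjustment over all genes tested. A gene is called lower or higher with miR-709 at an adjusted p under 0.05. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.08. A probe set can also take up transcripts of close relatives of a gene, such as other actins, Cyp2c or carboxylesterase genes.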

Gene expression profiles were then generated using Affymetrix mRNA microarrays. Hierarchical cluster of the 100 genes with the lowest p-value indicated that all the samples within a treatment group cluster together (Supplementary Fig. 2). 

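The 100 genes with the lowest p-value from limma held 66 genes that were lower and 34 that were higher with miR-709. They included 30 genes of Table 1 and the 4 genes of Table 2. *Bpnt1*, a phosphatase of sulfur nucleotide metabolism, was lower (log2 fold change -1.72, standard error 0.07, adjusted p = 9.9e-06). *Pfas*, an enzyme of purine synthesis, fell as well (log2 fold change -1.18, standard error 0.05). *Slc35e1*, a member of a family of nucleotide sugar transporters, had a log2 fold change of -1.56 (standard error 0.07). With average linkage over these 100 genes, all 7 arrays lay on the side of their own treatment at the first branch. The distance between arrays was 2.43 to 3.62 within a treatment and 17.8 to 19.3 between treatments. The genes were chosen by the treatment itself, and each of the 34 other ways to divide the arrays into groups of 4 and 3 also parted all 7 arrays over its own 100 genes of lowest p-value. Over all 19938 genes, 6 of 7 arrays lay on the side of their treatment.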

A total of 556 genes were downregulated and 848 were increased in miR-709-treated cells compared to Cel-239b (p < 0.01). 

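In hepatocytes treated with miR-709, 532 genes were lower and 794 were higher than with Cel-239b at the unadjusted threshold of the paper, where about 199 genes would pass by chance. After adjustment, limma called 293 genes lower and 361 higher. The excess of higher genes depends on the scaling of the arrays, since after cyclic loess 328 were lower and 324 higher (640 and 673 at the unadjusted threshold). *Ajuba*, a LIM domain protein of cell junctions, was among those that fell (log2 fold change -0.98, standard error 0.07, adjusted p = 1.1e-04), as was *Itga5*, an integrin subunit that binds fibronectin (-0.97, standard error 0.08, adjusted p = 3.4e-04). *Ehhadh*, an enzyme of peroxisomal fatty acid oxidation, was among those that rose (log2 fold change 1.00, standard error 0.06, adjusted p = 6.7e-05), as was *Slc35d2*, a nucleotide sugar transporter (0.99, standard error 0.08, adjusted p = 2.9e-04). In all 654 called genes the 4 miR-709 arrays lay on one side of the 3 Cel-239b arrays, which held for 12.3% of all genes where chance gives 5.71%. By the methods' t-test, 378 genes were lower and 560 higher at the unadjusted threshold, and 113 lower and 113 higher after Benjamini-Hochberg adjustment. That test, as run here, gave a p above the paper's for 40 of 40 genes of Tables 1 and 2. Calls lost with it are therefore not losses in the paper's own computation. The count of lower genes after adjustment by limma was 184 without Cel-239b replicate B, 181 without Cel-239b replicate C and 189 without miR-709 replicate D. The count of higher genes was 234 without Cel-239b replicate B, 180 without Cel-239b replicate C, 234 without miR-709 replicate A, 208 without miR-709 replicate B, 233 without miR-709 replicate C and 209 without miR-709 replicate D.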

Among genes downregulated, 36 were significantly decreased >2-fold in the miR-709 group compared to Cel-239b-treated control cells (Table 1), while only 4 were upregulated >2-fold (Table 2). 

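The 36 genes lower by over 2-fold and the 4 higher by over 2-fold at the unadjusted threshold were those of Tables 1 and 2. *Tspan31*, a tetraspanin of the cell membrane, had the largest decrease, from a log2 signal of 11.08 ± 0.12 (SD, n = 3) to 8.69 ± 0.40 (SD, n = 4). Its log2 fold change was -2.40 (standard error 0.19, adjusted p = 2.1e-04 from limma). *Cyp20a1*, an orphan cytochrome P450, also fell (log2 fold change -1.91, standard error 0.10, adjusted p = 2.6e-05). *Cyp2c29*, a liver P450 that oxidises fatty acids and drugs, had the largest increase, from 7.29 ± 0.16 (SD, n = 3) to 9.78 ± 0.06 (SD, n = 4), or 5.59-fold (log2 fold change 2.48, standard error 0.08, adjusted p = 2.2e-06). *A1cf*, a cofactor of apolipoprotein B mRNA editing, rose by 1.04 on the log2 scale, *Taf2*, a subunit of the transcription factor TFIID, by 1.03, and *Hgd*, an enzyme of tyrosine breakdown, by 1.03. All 40 genes passed the adjusted threshold of limma, over all genes and when adjusted over the list alone, and 26 of the 36 and 4 of the 4 did so with the methods' t-test. The paper chose them on the same arrays, so their direction is not independent evidence. *Krt19*, a keratin of bile duct cells, had the highest adjusted p of the 36 (log2 fold change -1.23, standard error 0.26, adjusted p = 0.0377). Its adjusted p = 0.273 with the methods' t-test, 0.158 without Cel-239b replicate B, 0.149 without Cel-239b replicate C, 0.102 without Cel-239b replicate D, 0.0530 without miR-709 replicate B, 0.116 without miR-709 replicate C and 0.0902 without miR-709 replicate D, and ran from 0.00728 to 0.338 over all alternatives. The count of genes higher by over 2-fold was 8 without Cel-239b replicate B and 8 without miR-709 replicate C.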

Based on DAVID bioinformatics analysis^28^, the 36 genes are involved in lipid synthesis and transport (*Ces1*, *Pctp*, *Daglb*, *Cyp20a1*), cytoskeleton organization and endosomal recycling (*Rab11b*, *Dync1li1*, *Acta2*, *M6prbp1*, *Myo1d*, *Tagln*, *Cnn1*, *Sema6a*) and cell adhesion (*Timp3*, *Nid1*, *Thbs1*, *Krt19*, *Mpzl2*) (Table 1).

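Of 24 measured actin and myosin contractile genes, 9 were lower with miR-709, 1 was higher and 14 did not pass the test (13 lower and 1 higher when adjusted over the list alone). By camera, a test of a list against the other genes, the contractile list was lower with adjusted p = 3.5e-09, and adjusted p = 0.282 with an estimated correlation. *Acta2*, smooth muscle actin, was among those that fell (log2 fold change -1.34, standard error 0.12, adjusted p = 5.0e-04), with *Tagln* (-1.25) and *Cnn1* (-1.24), which bind actin. The member that rose, named after its value was seen, was *Vcl*, an adaptor of focal adhesions (0.35, standard error 0.07, adjusted p = 0.0213). Of 27 tubulin, dynein and kinesin genes, 3 were lower and none was higher (5 lower when adjusted over the list alone), among them *Tubb5* (log2 fold change -0.64, standard error 0.07, adjusted p = 8.6e-04). For that list camera gave adjusted p = 0.00401, and adjusted p = 0.141 with an estimated correlation. Its called member *Kif5b*, a kinesin gene, had a log2 fold change of -0.365 (standard error 0.07, adjusted p = 0.0288). *Kif5b* lost its call with the methods' t-test (adjusted p = 0.141) and kept it in 11 of 20 alternatives (0.0104 to 0.181). Of 30 endosomal recycling genes, 4 were lower and none was higher (6 lower and 3 higher when adjusted over the list alone), among them the lipid droplet and endosome gene *Plin3* (-1.32) and the myosin gene *Myo1d* (-1.21), and camera gave adjusted p = 0.112. Of 35 extracellular matrix genes, 4 were lower and none was higher (6 lower when adjusted over the list alone). They included *Nid1*, a basement membrane protein (-1.60), and *Thbs1*, thrombospondin (-1.42). The matrix list had adjusted p = 1.2e-05 by camera, and adjusted p = 0.110 with an estimated correlation. Of 30 cell adhesion genes, 6 were lower and 3 were higher (9 lower and 3 higher when adjusted over the list alone), with *Mpzl2*, an epithelial adhesion protein, at -1.27. The methods' t-test called 4 of the 30 adhesion genes after adjustment. The members that rose, *Icam1*, *Itgav* and *Ocln*, were also named after their values were seen. Camera gave adjusted p = 0.00352 for adhesion, adjusted p = 0.478 with an estimated correlation and adjusted p = 0.0550 without miR-709 replicate C. Interferon response genes were higher on miR-709 replicates C and D, and relative to the Cel-239b mean the mean of the adhesion genes was -0.15 on A, -0.13 on B, -0.31 on C and -0.27 on D of the miR-709 replicates. That of the contractile genes was -0.25 on A, -0.31 on B, -0.44 on C and -0.52 on D. The tubulin, dynein and kinesin genes had -0.11 on A, -0.13 on B, -0.18 on C and -0.19 on D. The endosomal recycling genes had -0.10 on A, -0.11 on B, -0.20 on C and -0.19 on D. The matrix genes had -0.17 on A, -0.20 on B, -0.25 on C and -0.23 on D. These lists were written with Tables 1 and 2 known and hold genes of Table 1. Without those genes, and with the preset correlation alone, camera gave adjusted p = 1.1e-04 for contractile genes, 0.00268 for matrix, 0.0264 for tubulin, dynein and kinesin, 0.149 for adhesion and 0.977 for endosomal recycling. After adjustment, the methods' t-test called 5 of the 24 contractile genes. It called 2 of the 27 tubulin, dynein and kinesin genes, 3 of the 30 endosomal recycling genes and 4 of the 35 matrix genes. *Cnn1* lost its call with that test (adjusted p = 0.0591, 2.9e-04 to 0.0796 over all alternatives). With that test over all probe sets, added after seeing the data, other contractile genes lost theirs. These were *Acta2* (adjusted p = 0.0524), *Tagln* (adjusted p = 0.0518) and the actin gene *Actc1* (adjusted p = 0.0604).

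**Figure D1:**
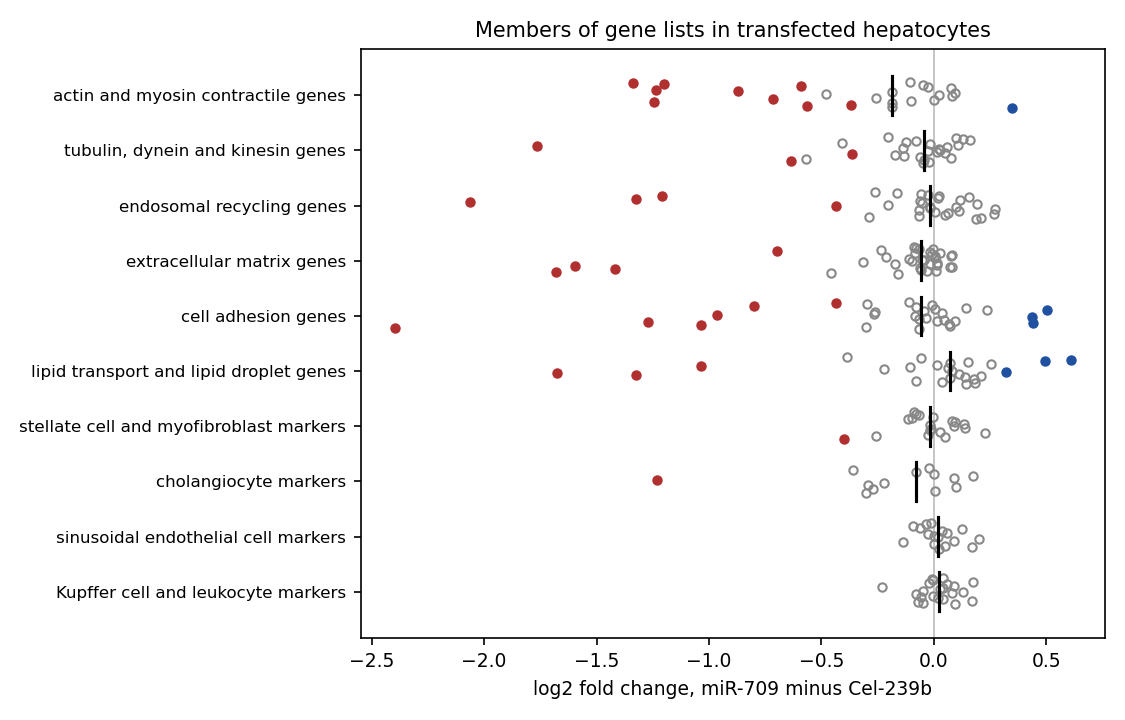
Log2 fold change of each measured member (dots; filled when the adjusted p from limma is under 0.05, red for lower and blue for higher) of 10 gene lists, miR-709 minus Cel-239b, with the list's median as a black bar; the place of a dot within its row has no meaning. Of the actin and myosin contractile genes, 9 are filled on the lower side and 1 on the higher side.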

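Lipid genes moved both ways. Of 25 lipid transport and lipid droplet genes, 3 were lower and 3 were higher (4 lower and 3 higher when adjusted over the list alone). *Daglb*, a diacylglycerol lipase, fell (log2 fold change -1.04, standard error 0.08, adjusted p = 2.8e-04), and *Abcg5*, part of a sterol exporter of the bile, rose (0.61, standard error 0.09, adjusted p = 0.00715). The others were *Pctp* and *Plin3*, which fell, and *Abcg8* and *Mttp*, which rose and were named after their values were seen. The median of that list was 0.07 and its mean was -0.07, and camera gave adjusted p = 0.885. Relative to the Cel-239b mean, its mean was -0.01 on A, 0.02 on B, -0.16 on C and -0.13 on D of the miR-709 replicates, of which C and D had higher interferon genes. Leaving out *Pctp*, *Daglb* and *Plin3*, which are in Table 1 because they fell on these arrays, moves the list upward by construction (adjusted p = 0.0319 by camera with the preset correlation), so that value does not show a rise. Of 26 fatty acid and triglyceride synthesis genes, 1 was lower (*Fads2*, a desaturase) and 1 was higher (*Lpin2*, a phosphatidate phosphatase), or 2 lower and 4 higher when adjusted over the list alone, and camera gave adjusted p = 0.729. Of 13 carboxylesterase genes, *Ces1g* was lower and none was higher, over all genes and when adjusted over the list alone. Their median was 0.09 and their mean -0.06, with camera adjusted p = 0.528. Markers of other liver cells were measured on the same arrays. Of 13 cholangiocyte markers, *Krt19* was lower and none was higher (1 lower when adjusted over the list alone). Camera gave adjusted p = 0.0161 for them, adjusted p = 0.402 with an estimated correlation, adjusted p = 0.0613 without *Krt19*, adjusted p = 0.0633 without Cel-239b replicate B and adjusted p = 0.0571 without miR-709 replicate C. Relative to the Cel-239b mean, the mean of the cholangiocyte markers was -0.11 on A, -0.09 on B, -0.27 on C and -0.28 on D of the miR-709 replicates. Of 20 stellate cell and myofibroblast markers, *Vim*, an intermediate filament gene, was lower (log2 fold change -0.40, standard error 0.07, adjusted p = 0.0123) and none was higher (1 lower when adjusted over the list alone), and camera gave adjusted p = 0.528. Of 17 sinusoidal endothelial cell markers and 22 Kupffer cell and leukocyte markers, limma called 0 and 0, over all genes and when adjusted over the list alone. Of these, 2 and 0 had an unadjusted p under 0.05, the methods' t-test called 0 and 0 after adjustment, and camera gave adjusted p = 0.739 and adjusted p = 0.903. A mean log2 signal over 6 was reached by only 2 of these 17 and 1 of these 22 markers. It was reached by 3 of the 20 stellate and 4 of the 13 cholangiocyte markers. A change of a dim marker may not be seen, so few or no calls do not show that these cells were unchanged. *Vim* had adjusted p = 0.060 without Cel-239b replicate B and 0.0528 without Cel-239b replicate C. *Fads2* had adjusted p = 0.127 without Cel-239b replicate B, 0.156 without Cel-239b replicate C, 0.0745 without Cel-239b replicate D, 0.0810 without miR-709 replicate B, 0.108 without miR-709 replicate C and 0.0982 without miR-709 replicate D. With the methods' t-test the calls of *Vim* (adjusted p = 0.0787), *Abcg5* (adjusted p = 0.0978), *Lpin2* (adjusted p = 0.0802) and *Fads2* (adjusted p = 0.204) were lost. After adjustment, that test called 3 of the 25 lipid transport and lipid droplet genes.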

We then analyzed if there was any correlation between the extent of downregulation with target prediction using 3 databases: miRanda^24^, miRWalk^25^, and DIANAmT^29^. As many as 21 of the 36 genes downregulated >2-fold (58.3%) were predicted targets by all 3 databases, while the percentage dropped to 32.6% (170 out of 520) for genes downregulated <2-fold, and to 13.2% (112 out of 848) for upregulated genes. This suggests that there is a correlation between target prediction and fold-level downregulation, with the highest representation of predicted targets within the pool of genes that are downregulated above 2-fold. However, there was no correlation in the number of predicted miR-709 binding sites in the mRNA and the degree of downregulation: an average of 1.87 ± 1.04 binding sites for the 36 genes downregulated >2-fold, versus 1.79 ± 1.35 for a subgroup of 36 genes downregulated <2-fold (−1.23 to −1.25-fold), p = 0.82. Thus, factors different from the number of predicted binding sites in the mRNA are more likely to influence the extent of repression.

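On the arrays, at 24 h, *Cd36*, a fatty acid uptake receptor, was 1.80-fold higher with miR-709 (log2 fold change 0.85, standard error 0.10, adjusted p = 0.00195 from limma). *Acox2*, a peroxisomal oxidase of bile acid intermediates and branched fatty acids, was 1.63-fold higher (0.70, standard error 0.07, adjusted p = 8.6e-04). *Ces1g*, a carboxylesterase that hydrolyses lipid esters, went from a log2 signal of 7.63 ± 0.16 (SD, n = 3) to 5.94 ± 0.21 (SD, n = 4), a log2 fold change of -1.69 (standard error 0.12, adjusted p = 1.3e-04). *Pctp*, the phosphatidylcholine transfer protein, went from 7.41 ± 0.15 to 5.74 ± 0.21, a log2 fold change of -1.68 (standard error 0.12, adjusted p = 1.2e-04). *Pfkl*, the liver phosphofructokinase of glycolysis, did not pass the test (-0.26, standard error 0.08, adjusted p = 0.127). Of 33 measured cytochrome P450 genes, *Cyp2c29* was higher, *Cyp20a1* was lower and 31 did not pass the test (11 higher and 1 lower when adjusted over the list alone). The fold change was above 0 in 30 of the 33, and camera gave adjusted p = 9.5e-06, and adjusted p = 0.110 with an estimated correlation. Other Cyp2c genes, whose transcripts may share probes with *Cyp2c29*, did not pass the test, among them *Cyp2c38* (0.64, standard error 0.18, adjusted p = 0.117) and *Cyp2c50* (0.25, standard error 0.06, adjusted p = 0.0692), which passed over genes with a mean log2 signal of at least 5 (adjusted p = 0.0383) or 6 (adjusted p = 0.0284), with 0.0284 to 0.218 over all alternatives. *Cyp2c70* (0.22, standard error 0.06, adjusted p = 0.0976) passed with limma-trend (adjusted p = 0.0308). It also passed over genes with a mean log2 signal of at least 6 (adjusted p = 0.0423), with 0.0308 to 0.268 over all alternatives. *Cd36* lost its call with the methods' t-test (adjusted p = 0.0607, 5.2e-04 to 0.0811 over all alternatives).

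**Figure D2:**
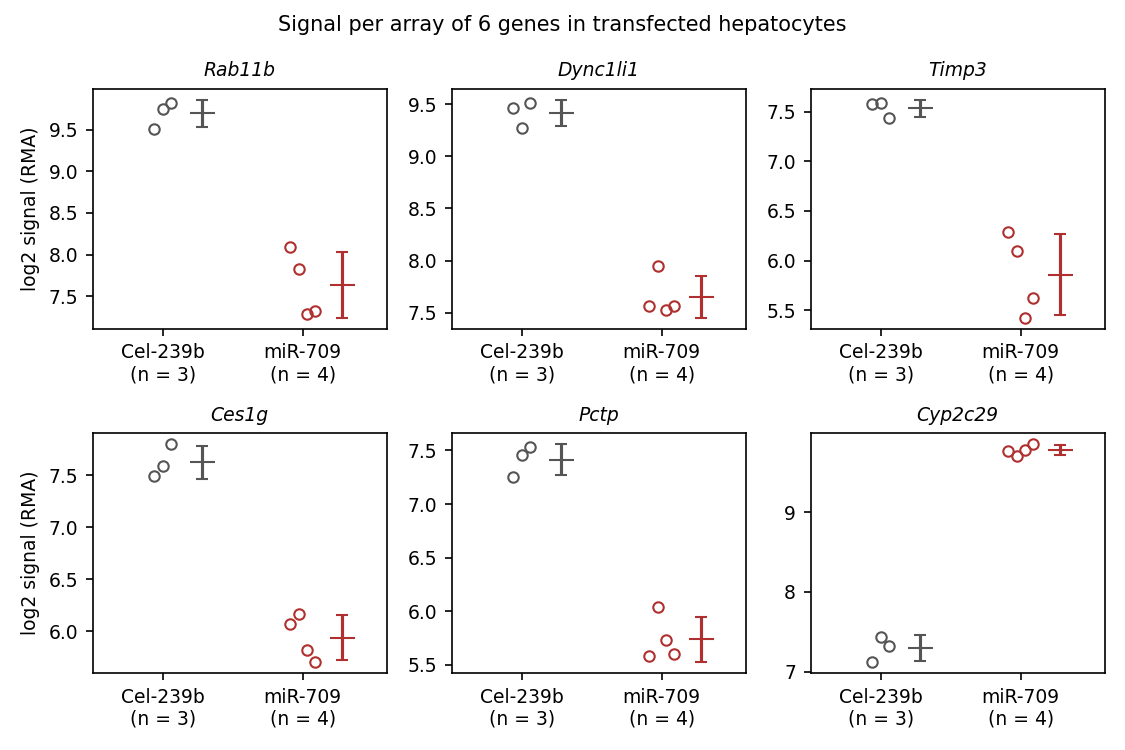
Log2 signal (RMA) of 6 genes on each array of hepatocytes treated with Cel-239b (grey circles, n = 3) or miR-709 (red circles, n = 4), with the mean and SD beside them; each panel has its own axis, which does not start at 0. For each of the 6 genes the arrays of the treatments do not overlap, as for *Ces1g* at 7.63 ± 0.16 with Cel-239b and 5.94 ± 0.21 with miR-709.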

To validate the microarray results, several genes were analyzed by quantitative real time RT-PCR (qPCR), including *Cd36* (+1.8-fold), Acyl-Coenzyme Oxidase 2 (*Acox2*, +1.6-fold), Glucokinase (*Gck*, +1.5-fold), *Rab11b* (−4.1-fold), *Ces1g* (−3.2-fold), *Pctp* (−3.1-fold), Phosphofructokinase (*Pfkl*, −1.2-fold), and cytochrome P450, family 2, subfamily c, polypeptide 29 (*Cyp2c29*, +5.59-fold). Identical trends to those observed in the microarray analysis were observed (Fig. 1B, and Supplementary Fig. 3A). We then assessed whether mRNA downregulation resulted in changes in protein. 

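On the arrays, *Slc27a1*, a fatty acid transport protein also named *Fatp1*, went from a log2 signal of 6.48 ± 0.16 (SD, n = 3) with Cel-239b to 5.56 ± 0.08 (SD, n = 4) with miR-709. The log2 fold change was -0.93 (standard error 0.08, adjusted p = 4.2e-04 from limma), and the 4 miR-709 arrays all lay below the 3 Cel-239b arrays.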

Interestingly, no changes in protein levels were observed even after 4 days for genes that showed less than 2-fold difference in the microarray, such as *Gck* (+1.5-fold), *Slc27a1 (*or *Fatp1*, −1.9-fold), and Low-density Lipoprotein Receptor (*Ldlr*, −1.2-fold). 

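*Insr*, the insulin receptor gene, had 2 probe sets on the array, and neither passed the test. The brighter went from a log2 signal of 9.74 ± 0.07 (SD, n = 3) to 9.75 ± 0.05 (SD, n = 4), a log2 fold change of 0.01 (95% confidence interval -0.12 to 0.15, adjusted p = 0.953 from limma). The other *Insr* probe set had a log2 fold change of -0.09 (standard error 0.08, adjusted p = 0.691 over all probe sets). The sign for *Insr* was negative with the mean of both probe sets (-0.04), after cyclic loess (-0.01), without Cel-239b replicate D (-0.03) and without miR-709 replicate D (-0.01).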

Insulin Receptor (*Insr*, −1.1-fold, p = 0.42) was analyzed as a negative control (Fig. 1C, and Supplementary Fig. 3B). Protein changes did not correlate with target prediction in this group: *Slc27a1* (*Fatp1*) and *Gck* were predicted miR-709 targets, while *Ldlr* was not. *Insr* is a predicted target, and neither the mRNA or protein were changed by miR-709. Instead, genes whose mRNAs were downregulated multiple fold, such as *Rab11b* (−4.1-fold), *Dync1li1* (−3.4-fold), and *Timp3* (−3.2-fold), had significant decreases in protein levels (90%, 70% and 47% decrease, respectively; Fig. 1C). 

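On the arrays of hepatocytes at 24 h, *Rab11b*, a small GTPase of recycling endosomes, went from a log2 signal of 9.69 ± 0.16 (SD, n = 3) with Cel-239b to 7.63 ± 0.39 (SD, n = 4) with miR-709. Its log2 fold change was -2.06 (standard error 0.19, adjusted p = 4.4e-04 from limma). Another probe set of *Rab11b* had a log2 fold change of -1.36 (standard error 0.26, adjusted p = 0.0394 over all probe sets). Its mean signal was 5.67 with Cel-239b and 4.31 with miR-709. The latter lies below the median of the arrays, where a probe set can show little but background, so the size of that fall is uncertain. *Dync1li1*, a light intermediate chain of the dynein motor, went from 9.41 ± 0.13 to 7.65 ± 0.20, a log2 fold change of -1.76 (standard error 0.11, adjusted p = 9.4e-05). *Timp3*, an inhibitor of matrix metalloproteinases, went from 7.54 ± 0.08 to 5.86 ± 0.41, a log2 fold change of -1.68 (standard error 0.19, adjusted p = 0.00132). Close relatives did not pass the test, with log2 fold changes of -0.06 for *Rab11a* (adjusted p = 0.841) and 0.06 for *Dync1li2* (adjusted p = 0.721). The sign of *Rab11a* was positive without Cel-239b replicate B (0.06). *Timp3* lost its call with the methods' t-test (adjusted p = 0.0676, 3.3e-04 to 0.0903 over all alternatives), and *Rab11b* with that test over all probe sets, added after seeing the data (adjusted p = 0.0560).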

All three are predicted targets of miR-709.

To verify that the genes identified by microarray are direct targets of miR-709, we looked for predicted miR-709 binding sites on the 3′ UTR of three target genes using the miRanda database^24^. *Rab11b*, *Pctp* and *Ces1g* had 3, 4, and 1 binding sites, respectively. Plasmids containing a portion of the 3′ UTR of these genes, with or without predicted miR-709 binding sites (Fig. 2A), were generated and used in luciferase assays. As expected, lower levels of *Renilla* luciferase were observed with the constructs containing binding sites for miR-709 (p.Rab11b, p.Pctp and p.Ces1g), compared to constructs that had a fragment of the 3′ UTR without the miR-709 binding sequence (p.NC-Rab11b, p.NC-Pctp, and p.NC-Ces1g) (Fig. 2B). Furthermore, luciferase was lower only when miR-709 mimic –but not Cel-239b– was used. These data indicate that *Rab11b*, *Pctp*, and *Ces1g* are direct targets of miR-709, supporting the microarray results.

### miR-709 regulates a distinct set of genes in liver

Given that miR-709 is a ubiquitously expressed miRNA, we then questioned whether it regulates the same genes in separate tissues. Eight genes have been previously shown to be validated targets of miR-709 in non-hepatic tissues (Table 3). Except for Gsk3β, which is repressed at the protein level only, all other genes are downregulated through a decrease in the amount of transcript^14^,^15^,^20^,^22^. Remarkably, none of these genes were considerably reduced by miR-709 in hepatocytes (Table 3). 

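None of the 8 genes passed an adjusted p under 0.05 from limma in hepatocytes treated with miR-709, over all genes or when adjusted over the list alone. At an unadjusted p under 0.05, 2 were lower (*Gsk3b* and *Akt1*) and 1 was higher (*Egr2*), and the methods' t-test called 0 after adjustment and 3 without it. The log2 fold changes had a median of -0.05. For *Jun*, *Gsk3b*, *Myc* and *Akt1* the 95% confidence intervals exclude a 2-fold decrease of the signal, and the largest decrease that they leave open is 1.31-fold, for *Akt1*. *Jun*, a transcription factor of the AP-1 complex, had a log2 fold change of -0.07 (95% confidence interval -0.22 to 0.08). *Myc*, a transcription factor of cell growth, had one of -0.03 (95% confidence interval -0.20 to 0.13), with a positive sign without Cel-239b replicate C (0.02). The mean signals of *Egr2*, *Sox2*, *Ctcfl* and *Rasgrf1* lie below the median of the arrays, where a probe set may show little but background, so their intervals exclude no decrease of the mRNA.

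**Figure D3:**
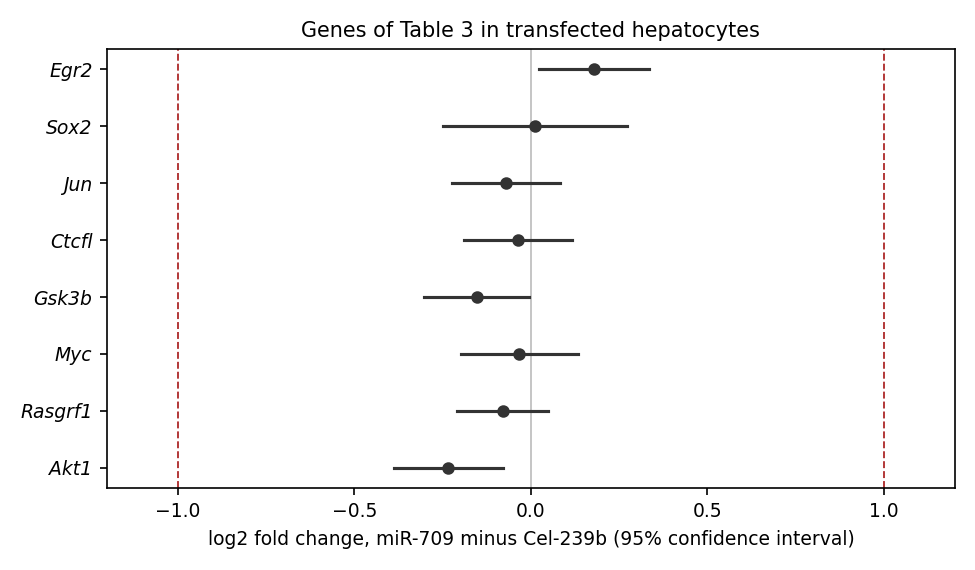
Log2 fold change (dots) and 95% confidence interval (lines) from limma of the 8 genes of Table 3, miR-709 minus Cel-239b (n = 4 and 3 arrays); dashed red lines mark a 2-fold change in either direction. All 8 intervals lie between the dashed lines, and before adjustment those of *Gsk3b* and *Akt1* lie below 0 and that of *Egr2* above 0.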

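*Egr2*, a transcription factor of myelination, had a log2 signal of 4.65 ± 0.06 (SD, n = 3) with Cel-239b and 4.83 ± 0.10 (SD, n = 4) with miR-709. Its log2 fold change was 0.18 (standard error 0.07, adjusted p = 0.258 from limma). *Akt1*, a kinase of insulin and growth factor signalling, had a log2 signal of 9.41 ± 0.02 with Cel-239b and 9.17 ± 0.11 with miR-709, a log2 fold change of -0.23 (standard error 0.07, adjusted p = 0.126). For both genes the 4 miR-709 arrays lay on one side of the 3 Cel-239b arrays, and neither passed the test after adjustment. The signal of *Egr2* lies below the median of the arrays.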

Only one was slightly increased (*Egr2*; +1.13), while a second was mildly decreased (*Akt1*; −1.18-fold), without leading to changes in protein (Fig. 3). Likewise, miR-709 had no impact on Gsk3β protein, a target in adipocytes (Fig. 3).

A miRNA that is expressed ubiquitously would be predicted to bind to and repress the same genes in different tissues, provided that the target genes were expressed in these tissues. Nevertheless, our data indicates that this is not necessarily the case. Indeed, half of the previously described miR-709 targets are abundantly expressed in liver [*Jun*, *Gsk3β*, *Myc*, *Akt1;* Table 3. As reference, albumin (*Alb*), fatty acid synthase (*Fasn*) and LDL receptor (*Ldlr*) have log_2_ signals of 13.5, 9.1 and 10.5, respectively]. 

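In hepatocytes treated with Cel-239b, the log2 signal was 8.84 ± 0.09 for *Jun*, 8.82 ± 0.11 for *Gsk3b* and 10.02 ± 0.10 for *Myc* (SD, n = 3). With miR-709 it was 8.77 ± 0.08 for *Jun*, 8.67 ± 0.05 for *Gsk3b* and 9.99 ± 0.10 for *Myc* (SD, n = 4). *Gsk3b*, a kinase that restrains glycogen synthesis, did not pass the test (log2 fold change -0.15, standard error 0.07, adjusted p = 0.314 from limma). *Alb*, the main protein that the liver secretes, was at 13.49 ± 0.03 with Cel-239b and 13.46 ± 0.03 with miR-709 (adjusted p = 0.868). *Fasn*, fatty acid synthase, was at 9.11 ± 0.11 with Cel-239b and 8.90 ± 0.17 with miR-709 (adjusted p = 0.335). *Alb* and *Fasn* serve as references for the signal. From *Jun*, *Gsk3b*, *Myc* and *Akt1*, and from protein blots of Akt and Gsk3β, the paper draws a conclusion. It reasons that a miRNA found in many tissues does not necessarily repress the same genes in each of them. For Gsk3β the paper describes repression of the protein only, so the mRNA signal of *Gsk3b* does not test it.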

Akt1 and Gsk3β, in particular, are important molecules in the insulin signaling pathway, regulating energy metabolism, glycogen synthesis, cell survival and cellular proliferation^30^. 

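*Akt2* and *Gsk3a*, the relatives of *Akt1* and *Gsk3b* in insulin signalling, had log2 fold changes of 0.08 (standard error 0.06, adjusted p = 0.570 from limma) and 0.04 (standard error 0.05, adjusted p = 0.797) with miR-709. Of 27 measured insulin signalling and glucose metabolism genes, 0 passed the adjusted threshold of limma, while 3 were lower and 7 higher at an unadjusted p under 0.05 and the methods' t-test called 0 after adjustment. When adjusted over the list alone, 2 were lower and 4 higher. *Pik3r1*, a regulatory subunit of PI 3-kinase, had a log2 fold change of 0.44 (standard error 0.10, adjusted p = 0.0583). It passed with limma-trend (adjusted p = 0.0464) and over genes with a mean log2 signal of at least 5 (adjusted p = 0.0288) or 6 (adjusted p = 0.0222), and its adjusted p ran from 0.0222 to 0.331 over all alternatives. Another member, *Irs1*, had a log2 fold change of 0.37 (standard error 0.09, adjusted p = 0.0773). *Irs1* passed over genes with a mean log2 signal of at least 5 (adjusted p = 0.0399) and without miR-709 replicate B (adjusted p = 0.0137). Its adjusted p ran from 0.0137 to 0.348 over all alternatives. For the list, camera gave adjusted p = 0.154.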

Neither one was significantly silenced by miR-709 in this tissue. Similarly, genes expressed at extremely low levels in liver, were not affected by miR-709 [*Egr2*, *Sox-2*, *Ctcfl*, *Ras-GRF1*; Table 3. 

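*Sox2*, a transcription factor of stem cells, had a log2 signal of 3.77 ± 0.23 (SD, n = 3) with Cel-239b and 3.79 ± 0.15 (SD, n = 4) with miR-709. Its log2 fold change of 0.01 (standard error 0.12, adjusted p = 0.979 from limma) was negative without Cel-239b replicate B, without Cel-239b replicate C (-0.08), without miR-709 replicate A and without miR-709 replicate C. *Ctcfl*, a germline relative of the insulator protein CTCF, was at 4.19 ± 0.13 and 4.15 ± 0.02, a log2 fold change of -0.04 (standard error 0.07, adjusted p = 0.857). *Rasgrf1*, an exchange factor for Ras, was at 4.01 ± 0.05 and 3.93 ± 0.05, a log2 fold change of -0.08 (standard error 0.06, adjusted p = 0.575). The signals of all 3 genes lie below the median of the arrays, where a decrease may not be seen.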

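On the same arrays, *Gip*, a hormone gene of the intestine, had a log2 signal of 4.83 ± 0.13 (SD, n = 3) with Cel-239b and 4.80 ± 0.17 (SD, n = 4) with miR-709 (adjusted p = 0.943 from limma). *Gcg*, the glucagon gene, had one of 3.37 ± 0.17 with Cel-239b and 3.30 ± 0.16 with miR-709 (adjusted p = 0.803).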

Genes that are not normally expressed in hepatocytes such as gastric inhibitory polypeptide (*Gip*; expressed in intestinal cells) and glucagon (*Gcg*; pancreas-specific), have log_2_ probe signals of 4.8 and 3.4, respectively].

To validate the newly identified miR-709 targets in other cell types, 3T3-L1 fibroblasts and C2C12 myoblasts were transfected with miR-709 mimic (Fig. 4). As observed in primary hepatocytes, *Rab11b* and *Dync1li1* were significantly downregulated in these cells. However, *Akt* and *Gsk3β* were not repressed, as had been observed in primary hepatocytes. miR-709 levels are lower in T cell acute lymphoblastic leukemia and during adipocyte differentiation, and this decrease is needed for the oncogenic and the differentiation process to occur^15^,^22^. Overall, the data suggest that some miR-709 gene targets may be regulated by this miRNA in multiple tissues (*Rab11b*, *Dync1li1*). However, other targets, including *Akt* and *Gsk3β*, may only be regulated by miR-709 in specific tissues and/or during oncogenic/developmental conditions. Thus, despite being a ubiquitous miRNA, miR-709 appears to control different gene networks in specific cellular processes and tissues, influencing distinct genetic programs.

### miR-709 is upregulated in hepatocellular carcinoma

Multiple studies have provided evidence that most miRNAs exert only a mild repression on their targets^12^. This has prompted the notion that a general function of miRNAs is to tune and/or buffer expression of their targets, setting their mean level of expression and minimizing variance upon environmental changes. miR-709 is upregulated in response to cellular stress or tissue injury, and is involved in the genetic reprogramming that follows^14^,^15^,^20^. In peripheral nerve system (PNS) injury, miR-709 and miR-138 have opposing roles. miR-709 increases, repressing target gene expression, and miR-138 decreases, de-repressing expression^20^. The combined action of the miRNAs determines the end level of their targets: Egr2 (decreases in injury), Sox-2 (increases) and c-Jun (increases)^20^. Cytoskeleton reorganization is a distinctive feature of proliferative states such as hepatocellular carcinoma (HCC). In addition, a hallmark of HCC is the presence of genetic reprogramming towards a dedifferentiated state, during which liver-specific functions are shutdown^31^. We questioned whether miR-709 would be dysregulated in this process, as occurs in PNS injury^20^. Remarkably, levels of mature miR-709 were significantly upregulated (5.3-fold) in liver tumors (Fig. 5A), indicating that this miRNA is associated with the genetic reprogramming that takes place in HCC. Consistent with the dedifferentiated state^31^, proteins involved in liver-specific functions, such as carnitine palmitoyl transferase 2 (CPT2) and mitochondrially encoded cytochrome c oxidase I (MT-CO1) (enzymes of the fatty acid oxidation pathway) were downregulated in tumors (Fig. 5B). In contrast, the cytoskeleton protein α-tubulin, was robustly upregulated, as expected in cells that are actively dividing. Similarly, miR-709 targets that are involved in cytoskeleton function and attachment to the extracellular matrix, *Rab11b*, *Dync1li1* and *Timp3*, were upregulated in tumors relative to adjacent non-tumor liver and livers from control mice (Fig. 5B). These data suggest that the overall level of expression of these genes is influenced by the simultaneous action of multiple miRNA, some of which increase (like miR-709), while others decrease in HCC, as described in PNS injury^20^.

## Conclusions

In this study we have shown that the mRNAs of hundreds of genes are changed upon increasing miR-709 in hepatocytes. Nevertheless, the majority of the changes are lower than 2-fold, and do not necessarily lead to significant changes in protein levels. It is possible that repression of a number of genes occurs at the translational level instead of the mRNA, and additional genes from those identified through our microarray might be regulated by miR-709. 

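Of the 654 genes called by limma, 614 (93.9%) changed by under 2-fold. Of the 1326 genes at an unadjusted p under 0.01, 1286 (97.0%) did. The median size among the called genes was 1.41-fold for those that fell and 1.35-fold for those that rose. At over 1.5-fold, 116 called genes were lower and 66 were higher. Among the called genes under 2-fold were *Col4a2*, a basement membrane collagen, at 1.62-fold lower, and *Serpina7*, a thyroxine carrier secreted by the liver, at 1.92-fold higher. *Serpina7* lost its call with the methods' t-test (adjusted p = 0.116, 0.00190 to 0.148 over all alternatives).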

In hepatocytes (and most probably in other cell types) miR-709 regulates structural and cell adhesion target genes, where it is likely to contribute to maintain the appropriate level of its targets during cell proliferation, thereby tuning/buffering gene expression. Increasing cytoplasmic levels of miR-709 has no impact on cell viability or proliferation (Supplementary Fig. 4). Despite its ubiquitous expression, miR-709 has distinctive targets during particular cellular processes, which underscores the complexity of gene regulation. Multiple factors can influence the dynamics of expression of any given gene, in addition to miRNAs. Transcription factors, mRNA tertiary structure, RNA conformation, and the presence of RNA binding proteins^13^, can influence the overall level of an mRNA. It is likely that one of these elements has a prominent role in determining the levels of a transcript in a specific tissue, while being less important in another. Thus, a miRNA may be essential in regulating an mRNA in one tissue, but not be critical in a different one. Overall, our data suggest that understanding the biological function of a miRNA may require carrying out studies in each tissue in which it is expressed.

## Materials and Methods

### Animals

All animal studies were in accordance with the National Institutes of Health guidelines and were approved by the Indiana University School of Medicine Institutional Animal Care and Use Committee. Four 12-week old, male C57BLKS/J mice were used to study miRNA expression profiles. Male C57BL/6J mice (24 to 30 g) were used for isolation of primary hepatocytes. Mice were purchased from The Jackson Laboratory (Bar Harbor, ME), and allowed to acclimate for at least a week before experimentation. A standard 12 h light/12 h dark cycle (7 AM/7 PM) was maintained throughout the experiments. Mice were fed rodent chow *ad libitum* and allowed free access of water.

The mouse model of hepatocellular carcinoma has been previously described^32^. Briefly, LapMyc mice express the *c-Myc* oncogene conditionally regulated by the Tet-Off system. The tetracycline-transactivator (tTA) protein is driven by the liver-specific promoter Liver Activator Protein (LAP), and the *c-Myc* gene (in the Y chromosome) has a tetracycline response element. In the absence of doxycycline, tTA can bind to the response element and cause c-Myc expression in male mice, inducing HCC. Expression of c-Myc was induced at 4 weeks of age and animals were euthanized at 14 weeks of age. Mice are maintained in the FVB strain. LapMyc female littermates, FVB wild type female and Myc-doxy male mice were used as negative controls.

### Primary hepatocyte isolation and cell culture

Primary hepatocytes were isolated from C57BL/6J mice using a two-step collagenase procedure followed by Percoll gradient centrifugation (to separate primary hepatocytes from non-parenchyma cells), as previously described^33^. Cell viability was assessed by trypan blue staining exclusion (>80% viability). Cells were seeded at a density of 4–6 × 10^5^ cells per well or 35-mm dish in DMEM supplemented with 10% (v/v) fetal bovine serum (FBS), 1% (v/v) penicillin/streptomycin (P/S), 3 nM insulin and 1 nM dexamethasone. Cells were incubated at 37 **°**C, 5% CO_2_ in a humidified incubator and allowed to attach for 4 hours. Media was then replaced with fresh media.

Hepa1c1c7 cells (American Type Culture Collection, Manassas, VA) were cultured in MEM-α supplemented with 10% FBS and 1% (v/v) penicillin/streptomycin (P/S). 3T3-L1 fibroblasts were cultured in DMEM supplemented with 10% bovine calf serum and 1% (v/v) P/S. C2C12 myoblasts were cultured in DMEM supplemented with 10% FBS and 1% (v/v) P/S. The 3T3-L1 fibroblast and C2C12 myoblast cell lines were kindly provided by Dr. Jeffrey Elmendorf.

### Plasmid cloning

Construct p.miR-709 was generated by cloning an oligonucleotide with a sequence perfectly complementary to the 3′ strand of miR-709 (based on the sequence published in TargetScan), downstream of the renilla luciferase gene in psiCHECK^TM^-2 (Promega, Madison, WI). Tough decoys (TuDs) binding miR-709 or miR-122 were generated by cloning 8 copies of the sequence complementary to the 3p strand of miR-709 or the 5p strand of miR-122, downstream from the luciferase gene in psiCHECK^TM^-2. The sequence inserted was synthesized with XhoI and NotI sites at the ends to facilitate cloning (GenScript, NJ, and Genewiz, NJ).

To confirm that Rab11b, Ces1g and Pctp are direct targets of miR-709, 150–300 base pairs of the 3′ UTR containing the putative binding sites [microrna.org^24^], were cloned in the NotI-XhoI site of psiCHECK^TM^-2. Total mRNA from mouse liver was used to generate the cDNA (High Capacity cDNA reverse transcription kit, Applied Biosystems, Grand Island, NY) and the corresponding portion of the 3′ UTR of Rab11b, Ces1g and Pctp containing the putative miR-709 binding sites was amplified by PCR using primers with restriction sites for NotI-XhoI (Supplementary Table 2). PCR products were cloned into psiCHECK^TM^-2, generating plasmids p.Rab11b, p.Ces1g, and p.Pctp. In addition, a portion of the 3′ UTR without miR-709 binding sites was cloned into psiCHECK^TM^-2 and used as negative controls (p.NC-Rab11b, p.NC-Ces1g, and p.NC-Pctp). Clones were sequenced prior to using them in luciferase assays.

### Cell transfection

Mouse primary hepatocytes or Hepa1c1c7 cells were co-transfected with plasmids (1.5 μg) and miR-709 or the control miRNA Cel-239b (1 μg) (Dharmacon, Lafayette, CO), or with these miRNAs alone (1 μg). Transfection was performed with Metafectene-Pro (Biontex, Munich, Germany), as described^33^. After overnight incubation, media was replaced with fresh media. For luciferase assays, cells were harvested 24 hours later and analyzed for luciferase activity using a Centro LB 960 Microplate Luminometer (Berthold Technologies, Oak Ridge, TN) and the dual-luciferase® reporter assay kit (Promega, Madison, WI). *Renilla* luciferase activity was normalized to firefly luciferase expressed from the same plasmid. 3T3-L1 fibroblasts and C2C12 myoblasts (4 × 10^5^ cell/well) were cultured in 6-well plates and transfected with 1.5 and 1 μg of miRNA, respectively. Cells were harvested after 48 or 96 hour.

### Microarray analysis

#### miRNA array

The long (>200 bp) and miRNA-enriched (<200 bp) RNA fractions were isolated using the mirVana miRNA isolation kit (Ambion, Austin, TX). The miRNA-enriched RNA fraction from normal, C57BLKS/J mouse liver was used to conduct miRNA chip analysis (LC Sciences, Houston, TX). The RNA from each sample was labeled and hybridized to each of four chips. Background was determined using a regression-based background mapping method. The regression was performed on 5% to 25% of the lowest intensity data points excluding blank spots. Raw data matrix was then subtracted from the background matrix. Normalization was carried out using a LOWESS (Locally-weighted Regression) method on the background-subtracted data. Transcripts were considered detectable if they met at least two conditions: signal intensity higher than 3xbackground standard deviation, and spot CV < 0.5. CV was calculated by (standard deviation)/(signal intensity). A transcript was listed as detectable only if the signals from at least 50% of the repeating probes were above detection level. Data adjustment included data filtering, log_2_ transformation, and gene centering and normalization. The data filtering removed miRNAs with (normalized) intensity values below a threshold value of 32 across all samples.

#### mRNA Affymetrix array

Four replicates for miR-709 and three replicates for Cel-239b were used. Total RNA was isolated from 1 × 10^6^ cells 24 hours post-transfection using RNeasy Midi kit (Qiagen) following the manufacturer’s protocol. The quality of RNA was determined by Agilent 600 Nanobioanalyzer. mRNA microarray hybridization was performed by the Center for Medical Genomics, at Indiana University School of Medicine. Affymetrix mouse gene 1.0 ST arrays were used to compare expression of about 28,850 genes using one chip per replicate. Data was analyzed using a 1-way Anova using log_2_-transformed signals. Principal component analysis (PCA) and hierarchical clustering of the top 100 genes was done. Data generated from this microarray has been deposited at the NCBI GEO repository under accession number GSE63875.

### qRT-PCR analysis

To analyze mRNA levels, qRT-PCR was carried out as described^34^ using the SYBR Green Qiagen One-Step reverse transcription-PCR kit (Qiagen, Valencia, CA) and the primer pairs described in Supplementary Table 2, in an ABI PRISM 7500 instrument (ABI, Foster City, CA). The TATA binding protein (*Tbp*) gene was used as loading control.

To quantify the level of mature miR-709, cDNA was generated from 10 ng of total RNA sample using the TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Quantitative PCR was performed with TaqMan MicroRNA Assays (Applied Biosystems) specific for miR-709 (P/N 001644) and sno-202 (P/N 001232).

### Western blotting

Primary hepatocytes and liver tissues from the hepatocellular carcinoma animal model were lysed in RIPA buffer (Thermo Scientific, Rockford, IL) containing protease and phosphatase inhibitors (Roche, Indianapolis, IN). Protein concentration was determined using the BCA kit from Pierce (Rockford, IL). Proteins (20–30 μg) were separated in 10% Tris-HCl SDS PAGE Criterion gel (Bio-Rad, Hercules, CA) and transferred to 0.2-μm PVDF membrane (Bio-Rad). Antibodies were used to detect α-tubulin (Thermo Scientific, Rockford, IL); Timp3, FATP1 (ACSVL5), β-actin, IR-β (Santa Cruz Biotechnology, Dallas, TX); Dync1li1 (GeneTex, San Antonio, TX); Cyclophillin-40, LDLR, MT-CO1 (Abcam, Cambridge, MA); Gck (Abgent, San Diego, CA); Rab11b, Akt and GSK3 (Cell Signaling, Danvers, MA); CPT2 antibody was a kind gift from Dr. Carina Prip-Buus (INSERM, U1016, Institut Cochin, Paris, France). HRP-conjugated secondary antibody was added and incubated at room temperature for 1 hour. Blots were developed with Pierce ECL kit (Thermo Scientific) and exposed to enhanced chemiluminescence (ECL) film (GE Healthcare, Piscataway, NJ).

### Northern blotting

miRNA-enriched (200 bp) RNA fractions were isolated from ~100 mg of liver using mirVana RNA isolation kit according to the manufacturer’s instructions (Ambion, Austin, TX). Four μg were separated on 15% TBE urea gels (Bio-Rad), transferred to Hybond-N membranes (GE Healthcare), and then UV-cross-linked using a Stratalinker 2400 (Stratagene, La Jolla, CA). 5S probe (100 pmol) was labeled with digoxigenin (DIG) using a 2^nd^ generation DIG oligonucleotide tailing kit (Roche, Indianapolis, IN). The probe was hybridized to membranes at 25 °C overnight in a hybridization oven after 2 hour of pre-hybridization at 60 °C. Three 2× SSC, 0.1% SDS washes were carried out for 10 min at room temperature followed by blocking and incubating with antibody against DIG. The signal was developed using CSPD (Roche) according to the manufacturer’s instructions.

### Statistical analysis

Data are presented as the arithmetic mean ± standard deviation (SD). Statistical differences between miR-709 and Cel-239b-treated groups were calculated using the unpaired two-tailed Student’s t-test. A *P* value of less than 0.05 was considered statistically significant. As indicated in the figure legends, experiments in primary hepatocytes were repeated in a separate hepatocyte isolation to confirm data.

## Additional Information

**How to cite this article**: Surendran, S. *et al*. Gene targets of mouse miR-709: regulation of distinct pools. *Sci. Rep*. **6**, 18958; doi: 10.1038/srep18958 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
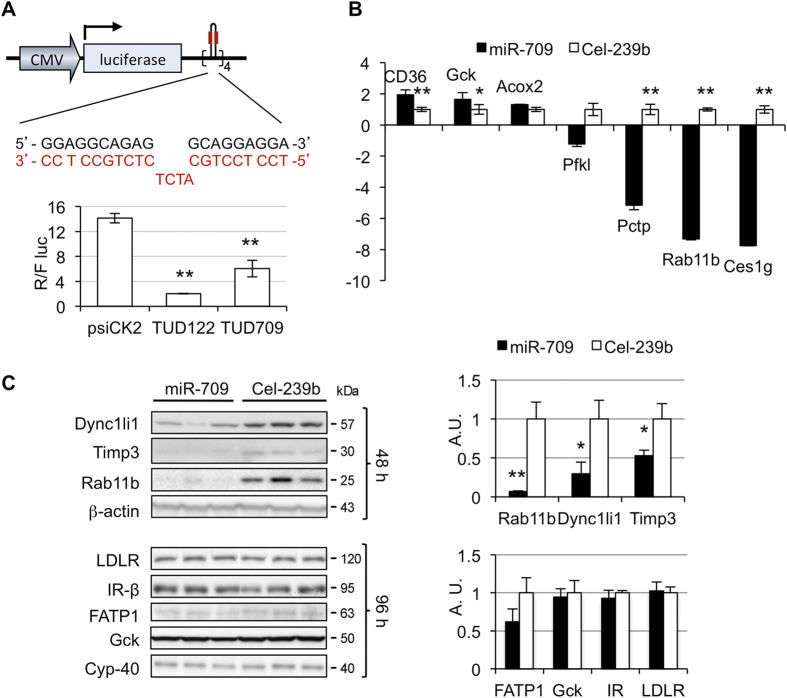
Targets of miR-709. (**A**) Primary hepatocytes were transfected with a tough decoy (TuD) containing 8 copies of the sequence complementary to the 3′ strand of miR-709 (shown in red; the sequence in black shows the mature 3′ strand of miR-709); TuD122: TuD for miR-122, used as positive control; psiCK2: psiCHECK2 plasmid without miRNA binding sites. Values represent mean ± SD (n = 3). The experiment was repeated in a separate hepatocyte isolation, with similar results. (**B**) Mouse primary hepatocytes were transfected with miR-709 or Cel-239b and harvested 24 hour later. Analysis of *CD36*, *Acox2*, *Rab11b*, *Pfkl*, *Pctp*, *Gck* and *Ces1g*, was performed by qRT-PCR. TATA binding protein (TBP) was used as normalizer gene. The fold change relative to Cel-239b for each gene is plotted. Values represent mean ± SD (n = 3–4). (**C**) Western blot analysis of proteins. Primary hepatocytes were transfected with miR-709 or Cel-239b and cells were harvested 48 hours or 96 hours later. Bands on blot were quantified by densitometry using ImageJ v1.48s, and results were normalized to control protein (Cyclophillin-40 or ß-actin). Values represent mean ± SD (n = 3). The experiment was repeated in a separate hepatocyte isolation, with similar results. *p < 0.05 and **p < 0.01, miR-709 vs Cel-239b.

**Figure 2:**
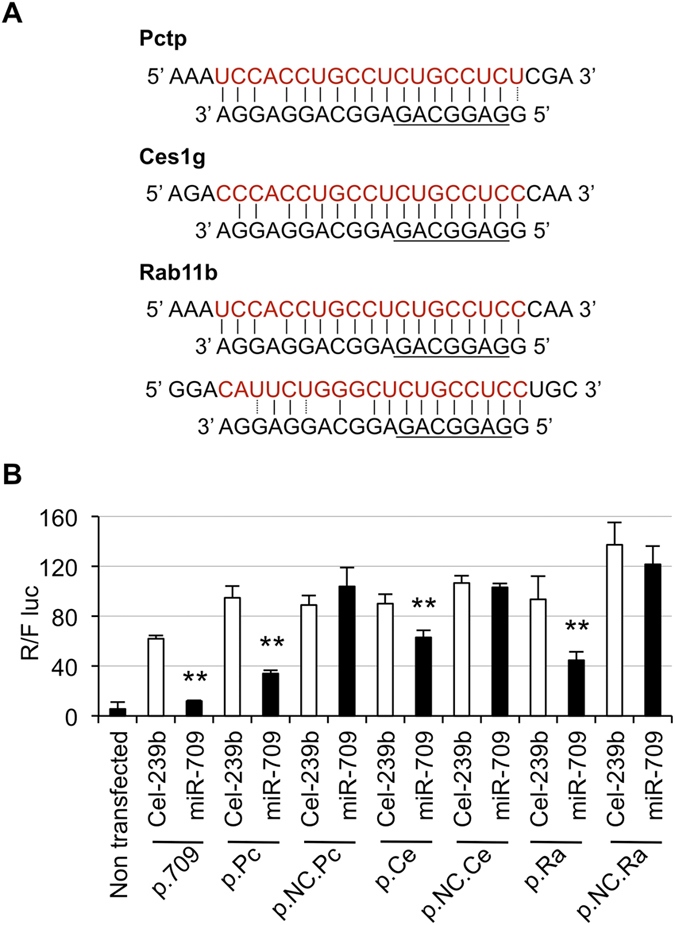
*Pctp*, *Ces1g*, and *Rab11b* are directly repressed by miR-709. (**A**) miR-709 binding sites in the 3′ UTR of Pctp, Ces1g and Rab11b mRNA. The binding sequence is shown in red, and the seed sequence is underlined. (**B**) Primary hepatocytes were transfected with miR-709 or Cel-239b, and plasmids containing the 3′ UTR of Pctp, Ces1g, or Rab11b. Twenty-four hours later, dual-luciferase assays were performed. Renilla luciferase activity was normalized to firefly luciferase expressed from the same plasmid. Values represent mean ± SD (n = 3). The experiment was repeated in a separate hepatocyte isolation, with similar results; p-values (**p < 0.01) are relative to cells treated with the same plasmid plus Cel-239b; p.709: plasmid containing the sequence perfectly complementary to miR-709-3p strand; p.Pc, p.Ce and p.Ra: plasmids containing a fragment of the 3′ UTR with miR-709 binding sites of Pctp, Ces1g and Rab11b, respectively; p.NC-Pc, p.NC-Ce and p.NC-Ra: plasmids with a fragment of the 3′ UTR without miR-709 binding sites.

**Figure 3:**
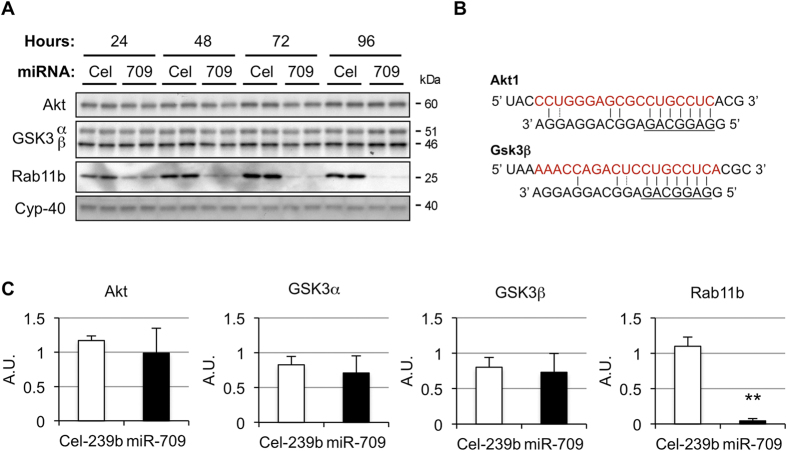
miR-709 does not repress Akt and GSK3β in primary hepatocytes. (**A**) Mouse primary hepatocytes were transfected with miR-709 or Cel-239b and harvested 24, 48, 72 and 96 hour later. Akt, GSK3β, Rab11b and Cyclophillin-40 were analyzed by Western blot analysis. (**B**) Previously validated miR-709 binding sites in *Akt1* and *Gsk3β*^15^,^22^. *Gsk3α* does not have binding sites for miR-709 (miRanda database^24^). (**C**) Bands from the 96 hour time point were quantified by densitometry using ImageJ v1.48s, and results were normalized to the loading control (Cyclophillin-40); values represent mean ± SD; data from 2 independent experiments were averaged (total of 6 replicates per group); **p < 0.01.

**Figure 4:**
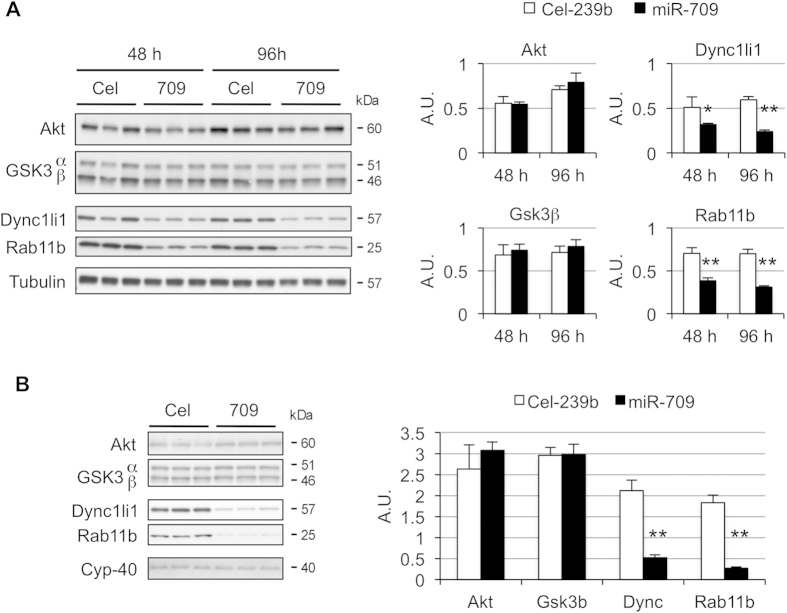
miR-709 does not repress Akt and GSK3β in 3T3-L1 fibroblasts and C2C12 myoblasts. (**A**) 3T3-L1 fibroblasts were cultured in 6-well plates and transfected with miR-709 or control Cel-239b. Cells were harvested after 48 and 96 hours. The densitometry analysis (ImageJ v1.48s) is shown on the right. Values represent mean ± SD (n = 3). (**B**) C2C12 myoblasts were transfected with miR-709 or control Cel-239b, and harvested after 48 hour. Akt, Gsk3, Dync1li1, and Rab11b were analyzed by Western blot. Values represent mean ± SD (n = 4); *p < 0.05, **p < 0.01.

**Figure 5:**
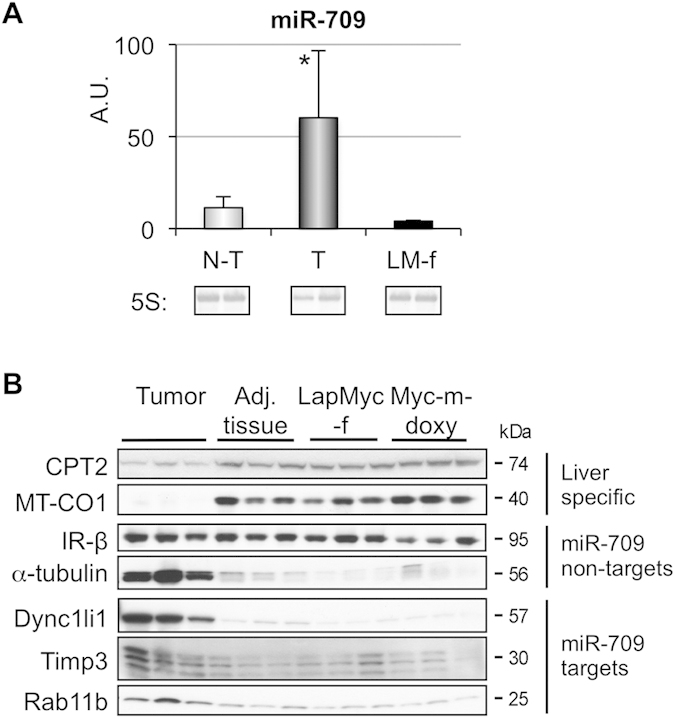
miR-709 expression in an animal model of hepatocellular carcinoma. (**A**) Mature miR-709 in LapMyc male (T: tumor and N-T: adjacent non-tumor tissue; n = 5) and LapMyc female (LM-f, negative control; n = 2) mouse livers were quantified by TaqMan assay. Values represent mean ± SD; *p < 0.05 between T and N-T groups. (**B**) Western blot analysis of MT-CO1, CPT2, IR-β, tubulin, and miR-709 targets (Rab11b, Dync1li1, Timp3) in tumor and control liver [adjacent non-tumor, LapMyc female and Myc male (doxycycline-treated) mice].

**Table 1:** Genes significantly downregulated >2-fold in miR-709-transfected primary hepatocytes (p < 0.01).

Gene symbol	Gene name	Cellular role	Fold change	p-value
*Tspan31*	Tetraspanin 31	Cell adhesion	−5.27	1.8E-06
*Rab11b*	Ras-related protein	Endosomal recycling	−4.18	6.5E-06
*Cyp20a1*	Cytochrome P450, Family 20, Subfamily A, Polypeptide 1	Lipid metabolism, detoxification	−3.76	1.2E-07
*Dync1li1*	Dynein, cytoplasmic 1, light intermediate chain 1	Cytoskeleton organization	−3.40	2.3E-07
*Bpnt1*	3'(2'), 5'-bisphosphate nucleotidase 1	Cytoplasmic, nucleotide hydrolysis	−3.28	9.3E-09
*Mmachc*	Methylmalonic aciduria (cobalamin deficiency) cblC type, with homocystinuria	Vitamin B transport	−3.27	1.5E-05
*Ces1*	Carboxylesterase 1	Lipid metabolism	−3.22	1.7E-06
*Timp3*	Tissue inhibitor of metalloproteinases 3	Cell adhesion	−3.20	4.6E-05
*Pctp*	Phosphatidylcholine transfer protein	Lipid metabolism	−3.19	6.2E-07
*Nid1*	Nidogen 1	Cell adhesion	−3.03	2.7E-06
*Slc35e1*	Solute carrier family 35, member E1	Unknown function	−2.95	3.7E-09
*Mare*	Alpha globin regulatory element containing gene	Unknown function	−2.75	7.0E-08
*D13Wsu177e (Nop16)*	DNA segment, Chr 13, Wayne State University 177, expressed	Cell proliferation	−2.71	1.7E-08
*Thbs1*	Thrombospondin 1	Cell adhesion	−2.67	2.1E-06
*Lrrc58*	Leucine rich repeat containing 58	Unknown function	−2.53	6.2E-07
*Acta2*	Actin, alpha 2, smooth muscle, aorta	Cytoskeleton organization	−2.52	1.4E-05
*M6prbp1*	Mannose-6-phosphate receptor binding protein 1	Endosomal recycling	−2.50	1.7E-06
*Atrn*	Attractin	Cell membrane (inflammatory response)	−2.46	4.7E-06
*Mpzl2*	Myelin protein zero-like 2	Cell adhesion	−2.41	4.1E-06
*Tagln*	Transgelin	Cytoskeleton organization	−2.36	6.6E-06
*Cnn1*	Calponin 1	Cytoskeleton organization	−2.36	4.0E-05
*Krt19*	Keratin 19	Cytoskeleton organization; Cell adhesion	−2.35	2.9E-03
*Myo1d*	Myosin ID	Cytoskeleton organization; Endosomal recycling	−2.31	1.5E-07
*Cyb5d2*	Cytochrome b5 domain containing 2	Lipid metabolism, detoxification	−2.29	1.1E-06
*Actc1*	Actin, alpha, cardiac muscle 1	Cytoskeleton organization	−2.29	1.3E-05
*Pfas*	Phosphoribosylformylglycinamidine synthase	Purine metabolism	−2.27	1.1E-08
*Ggcx*	Gamma-glutamyl carboxylase	Cytoplasmic, peptidyl-glutamic acid carboxylation	−2.20	7.5E-05
*Ccnyl1*	Cyclin Y-like 1	Cell proliferation	−2.17	1.0E-05
*Amt*	Aminomethyltransferase	Mitochondrion	−2.16	2.0E-04
*BC057893*	cDNA sequence BC057893	Unknown function	−2.12	3.3E-06
*Gpr155*	G protein-coupled receptor 155	Cell membrane, signaling	−2.05	1.7E-04
*Daglb*	Diacylglycerol lipase, beta	Lipid metabolism	−2.05	2.7E-06
*Sema6a*	Sema domain, transmembrane domain (TM), and cytoplasmic	Cytoskeleton organization	−2.04	9.4E-05
*Fnip2*	Folliculin interacting protein 2	Cytoplasmic, tumor suppressor	−2.01	3.9E-04
*Slc7a1*	Solute carrier family 7 (cationic amino acid transporter	Basic amino acid transport	−2.01	1.6E-06
*Mobkl2a*	MOB1, Mps One Binder kinase activator-like 2A	Cell proliferation	−2.00	2.3E-05

**Table 2:** Genes significantly upregulated >2-fold in miR-709-transfected primary hepatocytes (p < 0.01).

Gene symbol	Gene name	Cellular role	Fold change	p-value
*Cyp2c29*	cytochrome P450, family 2, subfamily c, polypeptide 29	Metabolism of foreign compounds	+5.59	5.8E-09
*A1cf*	APOBEC1 complementation factor	Apolipoprotein B metabolism	+2.05	2.7E-06
*Taf2*	TAF2 RNA polymerase II, TATA box binding protein (TBP)-a	Transcription initiation	+2.04	9.1E-07
*Hgd*	homogentisate 1, 2-dioxygenase	Catabolism of amino acids	+2.04	1.2E-05

**Table 3:** Previously validated miR-709 gene targets are not considerably modified in hepatocytes.

Gene symbol	Tissue	Ref.	Primary hepatocytes			
			Mean Cel*	Mean 709*	Fold change	p-value
*Egr2*	Sciatic nerve	20	4.65	4.83	+1.13	2.6E-02
*Sox-2*	Sciatic nerve	20	3.77	3.78	+1.01	9.2E-01
*Jun*	Sciatic nerve	20	8.84	8.77	−1.05	3.1E-01
*Ctcfl (BORIS)*	Testes	14	4.19	4.15	−1.03	6.8E-01
*Gsk3*β	Adipocytes	15	8.82	8.67	−1.11	7.5E-02
*Myc*	T cell acute lymphoblastic leukemia	22	10.02	9.99	−1.02	6.5E-01
*Ras-GRF1*	T cell acute lymphoblastic leukemia	22	4.01	3.93	−1.06	1.0E-01
*Akt1*	T cell acute lymphoblastic leukemia	22	9.41	9.17	−1.18	1.8E-03

^*^Log_2_ mean signal.

## References

[b1] FriedlanderM. R. . Evidence for the biogenesis of more than 1,000 novel human microRNAs. Genome Biol 15, R57, doi: 10.1186/gb-2014-15-4-r57 (2014).24708865PMC4054668

[b2] FriedmanR. C., FarhK. K., BurgeC. B. & BartelD. P. Most mammalian mRNAs are conserved targets of microRNAs. Genome Res 19, 92–105, doi: 10.1101/gr.082701.108 (2009).18955434PMC2612969

[b3] HuntzingerE. & IzaurraldeE. Gene silencing by microRNAs: contributions of translational repression and mRNA decay. Nat Rev Genet 12, 99–110, doi: 10.1038/nrg2936 (2011).21245828

[b4] EichhornS. W. . mRNA Destabilization Is the Dominant Effect of Mammalian MicroRNAs by the Time Substantial Repression Ensues. Mol Cell 56, 104–115, doi: 10.1016/j.molcel.2014.08.028 (2014).25263593PMC4292926

[b5] JungH. J. & SuhY. MicroRNA in Aging: From Discovery to Biology. Current genomics 13, 548–557, doi: 10.2174/138920212803251436 (2012).23633914PMC3468887

[b6] Lagos-QuintanaM. . Identification of tissue-specific microRNAs from mouse. Curr Biol 12, 735–739 (2002).1200741710.1016/s0960-9822(02)00809-6

[b7] Di LevaG., GarofaloM. & CroceC. M. MicroRNAs in cancer. Annual review of pathology 9, 287–314, doi: 10.1146/annurev-pathol-012513-104715 (2014).PMC400939624079833

[b8] LorenzenJ., KumarswamyR., DangwalS. & ThumT. MicroRNAs in diabetes and diabetes-associated complications. RNA Biol 9, 820–827, doi: 10.4161/rna.20162 (2012).22664916

[b9] NiwaR. & SlackF. J. The evolution of animal microRNA function. Curr Opin Genet Dev 17, 145–150, doi: 10.1016/j.gde.2007.02.004 (2007).17317150

[b10] MiskaE. A. . Most Caenorhabditis elegans microRNAs are individually not essential for development or viability. PLoS genetics 3, e215, doi: 10.1371/journal.pgen.0030215 (2007).18085825PMC2134938

[b11] VidigalJ. A. & VenturaA. The biological functions of miRNAs: lessons from *in vivo* studies. Trends Cell Biol, doi: 10.1016/j.tcb.2014.11.004 (2014).PMC434486125484347

[b12] WuC. I., ShenY. & TangT. Evolution under canalization and the dual roles of microRNAs: a hypothesis. Genome Res 19, 734–743, doi: 10.1101/gr.084640.108 (2009).19411598PMC3647535

[b13] EbertM. S. & SharpP. A. Roles for microRNAs in conferring robustness to biological processes. Cell 149, 515–524, doi: 10.1016/j.cell.2012.04.005 (2012).22541426PMC3351105

[b14] TammingaJ., KathiriaP., KoturbashI. & KovalchukO. DNA damage-induced upregulation of miR-709 in the germline downregulates BORIS to counteract aberrant DNA hypomethylation. Cell Cycle 7, 3731–3736 (2008).1902980710.4161/cc.7.23.7186

[b15] ChenH. . miR-709 inhibits 3T3-L1 cell differentiation by targeting GSK3beta of Wnt/beta-catenin signaling. Cellular signalling 26, 2583–2589, doi: 10.1016/j.cellsig.2014.07.017 (2014).25038456

[b16] TangX. . A simple array platform for microRNA analysis and its application in mouse tissues. RNA 13, 1803–1822, doi: 10.1261/rna.498607 (2007).17675362PMC1986807

[b17] JacobsM. E., JeffersL. A., WelchA. K., WingoC. S. & CainB. D. MicroRNA regulation of endothelin-1 mRNA in renal collecting duct cells. Life sciences 118, 195–199, doi: 10.1016/j.lfs.2014.03.003 (2014).24632479PMC4163143

[b18] GajiwalaK. S. . Structure of the winged-helix protein hRFX1 reveals a new mode of DNA binding. Nature 403, 916–921, doi: 10.1038/35002634 (2000).10706293

[b19] LubelskyY., ReuvenN. & ShaulY. Autorepression of rfx1 gene expression: functional conservation from yeast to humans in response to DNA replication arrest. Mol Cell Biol 25, 10665–10673, doi: 10.1128/MCB.25.23.10665-10673.2005 (2005).16287876PMC1291218

[b20] AdilakshmiT., SudolI. & TapinosN. Combinatorial action of miRNAs regulates transcriptional and post-transcriptional gene silencing following *in vivo* PNS injury. PloS one 7, e39674, doi: 10.1371/journal.pone.0039674 (2012).22792185PMC3391190

[b21] LoukinovD. I. . BORIS, a novel male germ-line-specific protein associated with epigenetic reprogramming events, shares the same 11-zinc-finger domain with CTCF, the insulator protein involved in reading imprinting marks in the soma. Proc Natl Acad Sci USA 99, 6806–6811, doi: 10.1073/pnas.092123699 (2002).12011441PMC124484

[b22] LiX., SandaT., LookA. T., NovinaC. D. & von BoehmerH. Repression of tumor suppressor miR-451 is essential for NOTCH1-induced oncogenesis in T-ALL. J Exp Med 208, 663–675, doi: 10.1084/jem.20102384 (2011).21464222PMC3135352

[b23] MullokandovG. . High-throughput assessment of microRNA activity and function using microRNA sensor and decoy libraries. Nature methods 9, 840–846, doi: 10.1038/nmeth.2078 (2012).22751203PMC3518396

[b24] BetelD., WilsonM., GabowA., MarksD. S. & SanderC. The microRNA.org resource: targets and expression. Nucleic Acids Res 36, D149–153, doi: 10.1093/nar/gkm995 (2008).18158296PMC2238905

[b25] DweepH., StichtC., PandeyP. & GretzN. miRWalk--database: prediction of possible miRNA binding sites by "walking" the genes of three genomes. Journal of biomedical informatics 44, 839–847, doi: 10.1016/j.jbi.2011.05.002 (2011).21605702

[b26] GuoH., IngoliaN. T., WeissmanJ. S. & BartelD. P. Mammalian microRNAs predominantly act to decrease target mRNA levels. Nature 466, 835–840, doi: 10.1038/nature09267 (2010).20703300PMC2990499

[b27] IzaurraldeE. Breakers and blockers-miRNAs at work. Science 349, 380–382, doi: 10.1126/science.1260969 (2015).26206919

[b28] Huang daW., ShermanB. T. & LempickiR. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4, 44–57, doi: nprot.2008.211 [pii]10.1038/nprot.2008.211 (2009).1913195610.1038/nprot.2008.211

[b29] ParaskevopoulouM. D. . DIANA-microT web server v5.0: service integration into miRNA functional analysis workflows. Nucleic Acids Res 41, W169–173, doi: 10.1093/nar/gkt393 (2013).23680784PMC3692048

[b30] SchultzeS. M., JensenJ., HemmingsB. A., TschoppO. & NiessenM. Promiscuous affairs of PKB/AKT isoforms in metabolism. Arch Physiol Biochem 117, 70–77, doi: 10.3109/13813455.2010.539236 (2011).21214427

[b31] KlochendlerA. . A transgenic mouse marking live replicating cells reveals *in vivo* transcriptional program of proliferation. Dev Cell 23, 681–690, doi: 10.1016/j.devcel.2012.08.009 (2012).23000141

[b32] BeerS. . Developmental context determines latency of MYC-induced tumorigenesis. PLoS Biol 2, e332, doi: 10.1371/journal.pbio.0020332 (2004).15455033PMC519000

[b33] ParkJ. S., SurendranS., KamendulisL. M. & MorralN. Comparative nucleic acid transfection efficacy in primary hepatocytes for gene silencing and functional studies. BMC Res Notes 4, 8, doi: 1756-0500-4-8 [pii]10.1186/1756-0500-4-8 (2011).2124468710.1186/1756-0500-4-8PMC3033823

[b34] WittingS. R., BrownM., SaxenaR., NabingerS. & MorralN. Helper-dependent Adenovirus-mediated Short Hairpin RNA Expression in the Liver Activates the Interferon Response. J Biol Chem 283, 2120–2128 (2008).1802509010.1074/jbc.M704178200

# Supplementary material for: Gene targets of mouse miR-709: regulation of distinct pools
**Source:** Sci Rep. 2016 Jan 8;6:18958. doi: 10.1038/srep18958
**Supplement:** Supplementary Information

## **Gene targets of mouse miR-709: regulation of distinct pools**

Sneha Surendran<sup>1</sup>, Victoria Jideonwo<sup>1</sup>, Chris Merchun<sup>1</sup>, Miwon Ahn<sup>1</sup>, John Murray<sup>1</sup>,  
Jennifer Ryan<sup>2</sup>, Kenneth W. Dunn<sup>2</sup>, Janaiah Kota<sup>1</sup> & Núria Morral<sup>1,3\*</sup>

From the
Medicine, Indianapolis, Indiana, United States of America;
United States of America;

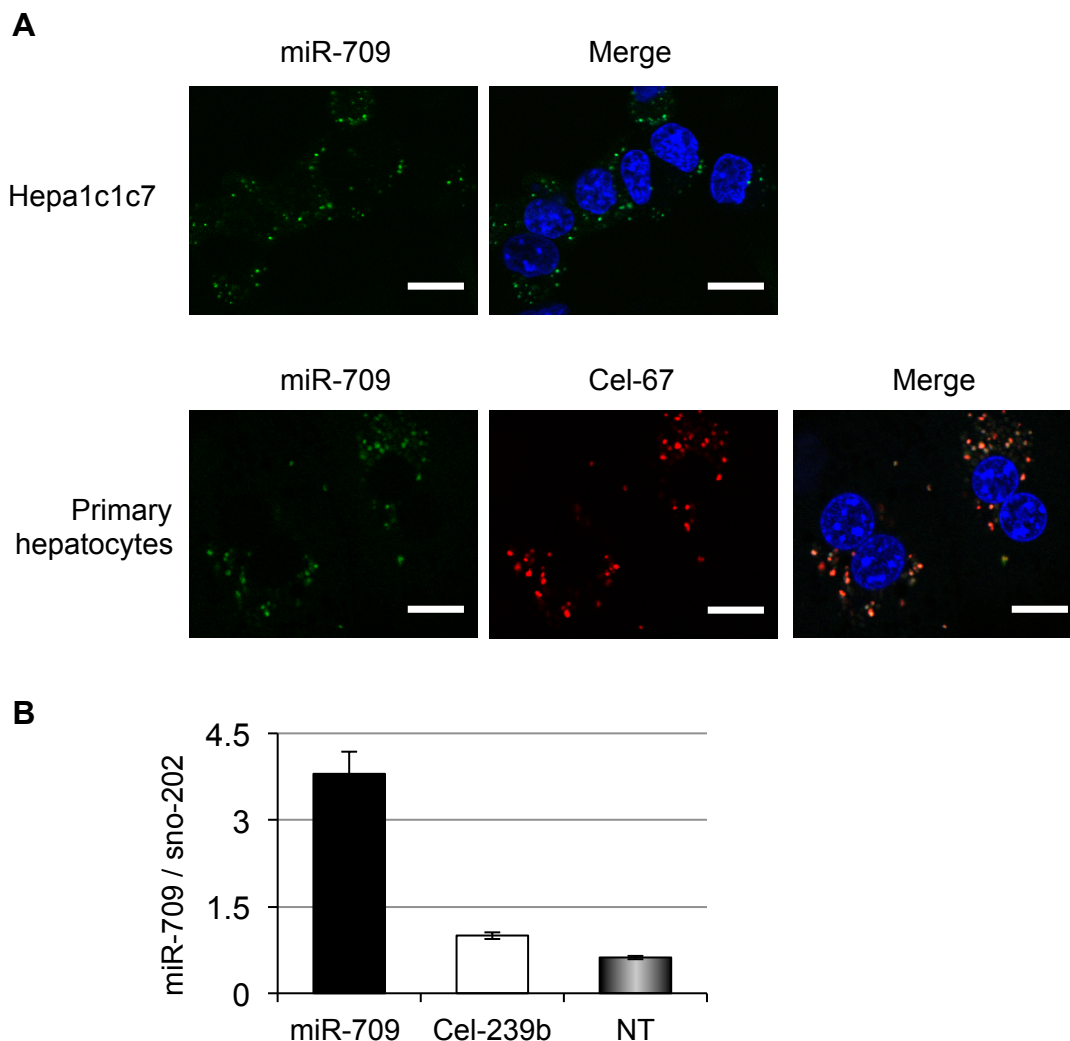

**Sup. Fig. 1. Transfection with mimics increases cytoplasmic levels of miR-709.** (A) Cytoplasmic localization of fluorescently labeled miR-709 mimic in mouse primary hepatocytes and Hepa1c1c cells. Primary hepatocytes ( $6 \times 10^5$ ) and Hepa1c1c ( $4 \times 10^5$ ) cells were plated on 35-mm glass bottom collagen coated dishes (MatTek, Ashland, MA). Next day, cells were transfected with  $0.5 \mu\text{g}$  of 3'-FAM-labeled miR-709 only (Dharmacon, Pittsburgh, PA) (top, Hepa1c1c cells) or with  $0.5 \mu\text{g}$  of Cel-67 Dy547-labeled control miRNA (bottom, primary hepatocytes). Twenty-four hours later, cells were imaged by confocal fluorescence microscopy on an inverted microscope fitted with an FV1000 MPE using a  $60 \times 1.2$  NA water immersion objective lens (Olympus, Center Valley, PA). Nuclei were stained with Hoechst 33342 (NucBlue® Live ReadyProbes® Reagent; Molecular Probes, Grand Island, NY). Imaging was performed sequentially with excitation provided by solid state lasers at 405 and 559 nm and an Argon-ion laser at 488 nm; emission was collected with spectral filtration from 425-475 nm, 500-545 nm or filter based from 575-675 nm, respectively. Confocal slices were taken at  $0.49 \mu\text{m}$  intervals with voxel dimensions of  $0.265 \times 0.265 \mu\text{m}$ . All post-acquisition analysis was performed in ImageJ v1.48p and figure generation was performed in Photoshop (Adobe, San Jose, CA). Scale bar,  $15 \mu\text{m}$ . (B) Primary hepatocytes were transfected with  $1 \mu\text{g}$  of unlabeled miR-709 mimic. Twenty-four hours later, quantification was performed by TaqMan assay. miR-709 levels were 3.8-fold higher than cells treated with Cel-239b. Data represent mean  $\pm$  SD ( $n=2$ ).

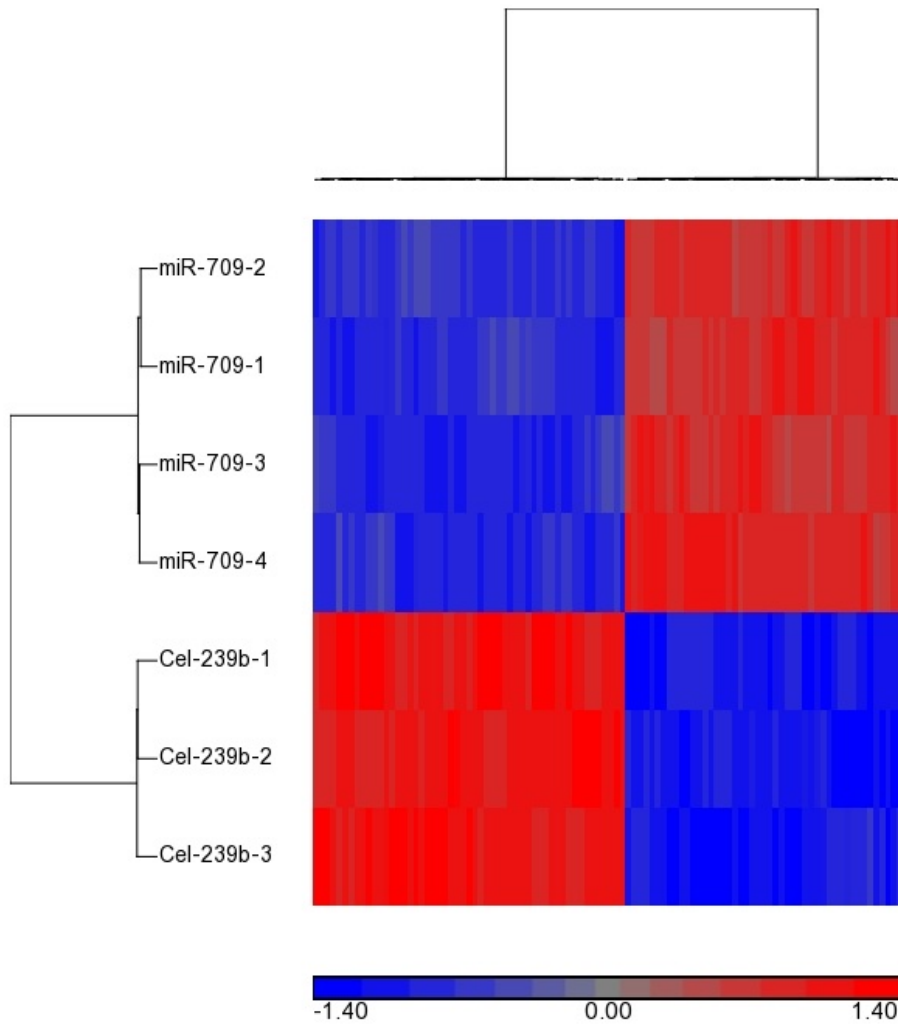

**Sup. Fig. 2. Hierarchical cluster of top 100 genes.** The 100 genes with the lowest p-value from ANOVA were selected for clustering. The Euclidean distance was used to measure the distance between samples, and Pearson's dissimilarity was used for genes. Cluster similarity was analyzed by the average linkage method. Numbers 1, 2, 3, 4 represent replicates of each miRNA treatment.

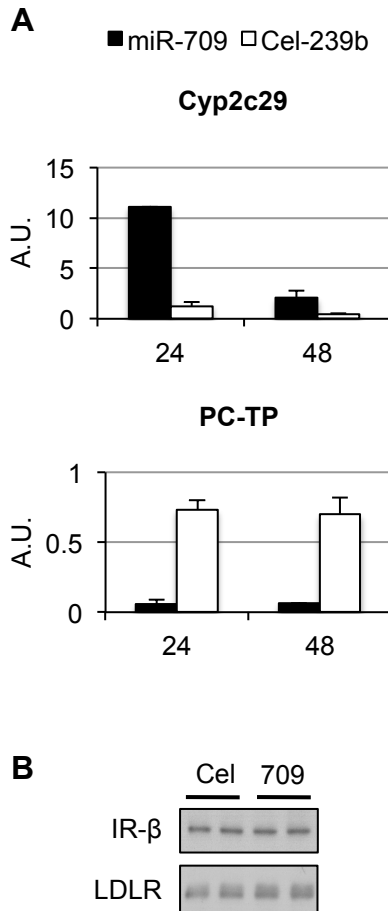

**Sup. Fig. 3. Analysis of IR $\beta$ , LDLR, and Cyp2c2 at early time points post-transfection.** Primary hepatocytes ( $4 \times 10^5$ ) were plated on 6-well plates and transfected with 1  $\mu$ g of miR-709 or Cel-239b ( $n=2$ ). **(A)** Cells were harvested 24 or 48 hours after transfection and total RNA was isolated. Quantification was performed by qRT-PCR. Data represents mean  $\pm$  SD ( $n=2$ ). At 24 hours, Cyp2c29 is increased 8.7-fold above Cel-239b, confirming the microarray data. Levels of miR-709 target PC-TP, are decreased. **(B)** Cells were harvested after 24 h and IR $\beta$  and LDLR protein was quantified by Western blot. No difference between Cel-239b and miR-709 was observed.

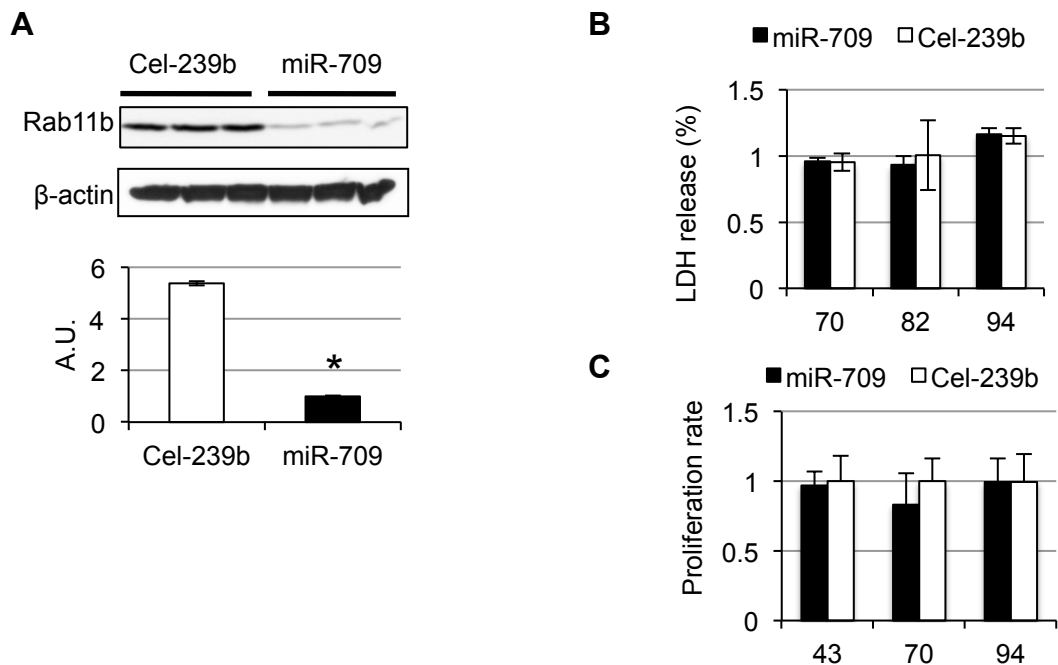

**Sup. Fig. 4. MiR-709 does not influence cell viability and proliferation in mouse hepatoma Hepal1c1c cells.** (A) Hepal1c1c cells were plated on 6-well plates at  $4 \times 10^5$  cells/well and transfected with 1  $\mu$ g of miR-709 or Cel-239b (n=3). Media was replaced 24 hours post-transfection and cells were harvested 72 hours later. Rab11b protein expression was analyzed by Western blot. Bands on blot were quantified by densitometry and results were normalized to  $\beta$ -actin. Values represent mean  $\pm$  SD. \*p<0.01 relative to Cel-239b. (B) Cell viability based on LDH assay (Clontech, Mountain View, CA). Cells were treated as in (A), and medium was collected for LDH measurement. Values represent mean  $\pm$  SD (n=6). Data at 70, 82 and 94 hours after transfection are plotted relative to 43 hours after transfection (when effects on protein levels are expected to be apparent). No changes in viability were observed between the two groups. The experiment was repeated, and similar results were obtained. (C) Cell proliferation assay, based on dehydrogenase activity (CCK-8, Dojindo Molecular Technologies, Rockville, MD). Cells ( $1 \times 10^5$ ) were plated in 12-well plates and transfected with 0.6  $\mu$ g of miR-709 or Cel-239b. Media was replaced 24 hours later. Cell proliferation was determined at 43, 70 and 94 hours post-transfection. At each time point, data represent cell proliferation relative to the control Cel-239b. Values represent mean  $\pm$  SD (n=4).

**Supplementary Table 1. miRNAs expressed in liver of normal C57BLKS/J mice.**

| <b>miRNA</b>    | <b>Mean signal</b> | <b>S.D.</b> |
|-----------------|--------------------|-------------|
| mmu-miR-122     | 50,406             | 15,046      |
| mmu-miR-709     | 14,482             | 2,168       |
| mmu-let-7a      | 6,797              | 1,504       |
| mmu-let-7f      | 6,096              | 1,436       |
| mmu-let-7c      | 6,086              | 811         |
| mmu-let-7d      | 4,780              | 623         |
| mmu-let-7b      | 4,103              | 369         |
| mmu-miR-466f-3p | 2,614              | 742         |
| mmu-miR-26a     | 2,346              | 288         |
| mmu-miR-467b*   | 1,842              | 499         |
| mmu-let-7g      | 1,520              | 351         |
| mmu-miR-192     | 1,463              | 227         |
| mmu-miR-689     | 1,159              | 617         |
| mmu-miR-23b     | 838                | 242         |
| mmu-miR-466i    | 782                | 240         |
| mmu-miR-720     | 778                | 455         |
| mmu-miR-467f    | 774                | 253         |
| mmu-miR-467a*   | 718                | 242         |
| mmu-miR-466g    | 554                | 154         |
| mmu-miR-574-5p  | 487                | 72          |
| mmu-miR-669f    | 463                | 161         |
| mmu-miR-191     | 456                | 170         |
| mmu-miR-483     | 451                | 91          |
| mmu-miR-705     | 378                | 132         |
| mmu-let-7i      | 370                | 107         |
| mmu-miR-690     | 369                | 48          |
| mmu-let-7e      | 369                | 169         |
| mmu-miR-21      | 355                | 355         |
| mmu-miR-805     | 352                | 131         |
| mmu-miR-24      | 350                | 125         |
| mmu-miR-1895    | 343                | 66          |
| mmu-miR-22      | 308                | 30          |
| mmu-miR-762     | 301                | 107         |
| mmu-miR-126-3p  | 293                | 120         |
| mmu-miR-26b     | 283                | 245         |
| mmu-miR-1224    | 262                | 72          |
| mmu-miR-23a     | 258                | 52          |
| mmu-miR-16      | 235                | 74          |
| mmu-miR-125b-5p | 231                | 80          |
| mmu-miR-103     | 222                | 57          |
| mmu-miR-1187    | 210                | 39          |
| mmu-miR-194     | 209                | 47          |
| mmu-miR-455     | 205                | 66          |

|                          |     |     |
|--------------------------|-----|-----|
| mmu-miR-107              | 197 | 45  |
| mmu-miR-320              | 196 | 66  |
| mmu-miR-29a              | 190 | 119 |
| mmu-miR-574-3p           | 190 | 46  |
| mmu-miR-214              | 175 | 74  |
| mmu-miR-145              | 164 | 64  |
| mmu-miR-31               | 157 | 59  |
| mmu-miR-30c              | 155 | 49  |
| mmu-miR-378              | 153 | 34  |
| mmu-miR-1196             | 144 | 65  |
| mmu-miR-27b              | 140 | 46  |
| mmu-miR-151-5p           | 139 | 50  |
| mmu-miR-30d              | 117 | 16  |
| mmu-miR-92a              | 110 | 29  |
| mmu-miR-423-5p           | 108 | 32  |
| mmu-miR-361              | 105 | 34  |
| mmu-miR-1892             | 91  | 35  |
| mmu-miR-185              | 90  | 27  |
| mmu-miR-568              | 84  | 47  |
| mmu-miR-143              | 83  | 22  |
| mmu-miR-1897-5p          | 80  | 18  |
| mmu-miR-148a             | 69  | 71  |
| mmu-miR-681              | 68  | 63  |
| mmu-miR-669c             | 64  | 36  |
| mmu-miR-489              | 64  | 64  |
| mmu-miR-222              | 64  | 19  |
| mmu-miR-25               | 58  | 10  |
| mmu-miR-15b              | 57  | 28  |
| mmu-miR-30a              | 56  | 13  |
| mmu-miR-181a             | 52  | 9   |
| mmu-miR-188-5p           | 49  | 9   |
| mmu-miR-140*             | 49  | 22  |
| mmu-miR-27a              | 42  | 13  |
| mmu-miR-485*             | 42  | 7   |
| mmu-miR-221              | 40  | 13  |
| mmu-miR-680              | 39  | 30  |
| mmu-miR-92b              | 37  | 4   |
| mmu-miR-290-5p           | 37  | 23  |
| mmu-miR-30b              | 36  | 17  |
| mmu-miR-369-5p           | 35  | 53  |
| mmu-miR-101b             | 34  | 12  |
| mmu-miR-146a             | 33  | 16  |
| mmu-miR-199a-3p          | 33  | 4   |
| mmu-miR-20a              | 33  | 8   |
| mmu-miR-99b              | 32  | 12  |
| mmu-miR-674              | 32  | 11  |
| mmu-miR-193              | 32  | 11  |
| S.D., Standard Deviation |     |     |

**Supplementary Table 2. Oligonucleotides used to generate luciferase constructs, in Northern blots and primers used for qRT-PCR (5' → 3').**

| <b>Oligonucleotides</b>                        |                                                                           |
|------------------------------------------------|---------------------------------------------------------------------------|
| <b>Pctp</b>                                    | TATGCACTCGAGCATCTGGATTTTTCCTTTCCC<br>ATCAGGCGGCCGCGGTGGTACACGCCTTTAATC    |
| <b>NC- Pctp</b>                                | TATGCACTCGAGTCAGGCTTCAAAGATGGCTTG<br>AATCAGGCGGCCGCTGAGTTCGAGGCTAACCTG    |
| <b>Ces1g</b>                                   | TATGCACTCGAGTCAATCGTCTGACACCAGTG<br>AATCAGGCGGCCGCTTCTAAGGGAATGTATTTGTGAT |
| <b>NC-Ces1g</b>                                | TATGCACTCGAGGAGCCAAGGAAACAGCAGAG<br>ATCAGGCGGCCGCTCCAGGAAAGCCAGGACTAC     |
| <b>Rab11b</b>                                  | ATGCACTCGAGCAGGGTTTCTCTGTGTAGC<br>TCAGGCGGCCGCGAGGGGCAAGGGTGTCTT          |
| <b>NC-Rab11b</b>                               | ATGCACTCGAGCCAGGAAGAGCAGGAGTCC<br>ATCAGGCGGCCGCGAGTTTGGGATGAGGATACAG      |
| <b>Primers used for qRT-PCR</b>                |                                                                           |
| <b>CD36</b>                                    | GGCAAAGAACAGCAGCAAAATC<br>TGAAGGCTCAAAGATGGCTCC                           |
| <b>Gck</b>                                     | CACTGCGGAGATGCTCTTTGAC<br>CCACGATGTTGTTCCCTTCTGC                          |
| <b>Acox2</b>                                   | GAATAACAGTTGGGGACATAGG<br>CTGGAGGGTGGGTAGGAATC                            |
| <b>Pfkl</b>                                    | GCAAGGTATGAATGCTGCTGTC<br>TGGAACGCTGAGCCAGTTGG                            |
| <b>Pctp</b>                                    | CAAGAAGGGGAGCAGAGAATGG<br>TGGTGTAGCACAGCCAGAGATG                          |
| <b>Rab11b</b>                                  | CAAAGTGGTGCTTATTGGGGAC<br>CTGAGCCTTGATGGTCTTGCC                           |
| <b>Ces1g</b>                                   | TGTAAAACCACCACCTCCGCTG<br>TCTCTGGGGTCTCCAAGAAAATC                         |
| <b>Cyp2c29</b>                                 | ATGTCAAGATTCTGAGCTCCC<br>GTCATTGATAGTGCTTGCCAG                            |
| <b>Tbp</b>                                     | TATCACTCCTGCCACACCAG<br>CATGATGACTGCAGCAAATCG                             |
| <b>Oligonucleotides used in Northern blots</b> |                                                                           |
| <b>5s</b>                                      | TTAGCTTCCGAGATCA                                                          |

How the deposited data were processed for this re-analysis (not part of the article)

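Total RNA of primary mouse hepatocytes was measured 24 h after transfection with 1 µg of miR-709 (4 arrays) or of the control Cel-239b (3 arrays) on Affymetrix Mouse Gene 1.0 ST arrays. The values used are the log2 signals per probe set that the authors deposited, which they made in Partek with RMA (background correction, quantile normalization and combination of the probes of each probe set), in versions that the sample records do not state. Raw scans were not analysed here, so the background correction and the summary of probes could not be varied. All 7 arrays were mapped to a treatment and a replicate letter. No pair of arrays held identical values.

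Probe sets were paired with gene symbols through gene numbers, which matched 21698 symbols. Of 28853 probe sets, 21789 had 1 symbol and were kept, 1621 had several and 5443 had none. For 999 genes with several probe sets the brightest over all arrays was used, which left 19938 genes. The adjusted p of each gene is from limma (version 3.58.1 in R version 4.3.3; a linear model of 2 groups with moderated variances, 2-sided, Benjamini-Hochberg over all genes tested). The arrays were also tested with the 1-way ANOVA of the methods, which for 2 groups is called the methods' t-test here. The paper's statistics section names an unpaired 2-tailed Student's t-test for the study. On simulated data of 19938 genes with 200 changed, limma recovered 100% of the genes changed by 1.5 and 96% of those changed by 0.75 on the log2 scale, with 10 false among 206 calls. These rates hold for the simulated data only. Smaller changes were not simulated, and the median called changes on the arrays, 1.41-fold lower and 1.35-fold higher, were smaller. The median residual SD of a gene was 0.10.

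Before the data were examined, 25 gene lists were written for pathways, liver cell types and gene families, together with the rule for named genes, the tests and the alternatives. The values of Tables 1 to 3 had been read by then. Named were every gene that the study names from the arrays, the 10 genes with the largest change in each direction among called genes whose arrays did not overlap and whose mean log2 signal was at least 5 in one group, up to 4 members of each list with the largest change, called ones first, and the relatives of *Rab11b*, *Dync1li1* and *Cyp2c29* in the lists. *Vcl*, *Icam1*, *Itgav*, *Ocln*, *Abcg8*, *Mttp* and *Pdk4* were named after their values were seen. Lists were tested with camera at a preset correlation of 0.01 between genes, then with an estimated correlation and with fry, adjusted over the 25 lists. Arrays were clustered on the Euclidean distance of standardised log2 values with average linkage.

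The alternatives were limma-trend, the methods' t-test, all probe sets, the mean of a gene's probe sets, filters at a mean log2 signal of at least 5 or 6, a further quantile normalization, cyclic loess, median centring, array weights, the replicate letter as a fixed or random block, each array left out in turn, fry, an estimated correlation, complete linkage and other sets of genes for the clustering. The methods' t-test over all probe sets was added after seeing the data. A test of miR-709 seed sites in 3' UTRs was planned and not run, since it needs a genome sequence and its annotated 3' UTRs. The luciferase, qPCR, western blot, liver and cell line experiments have no array values and were not analysed here.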

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

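The tests of the interferon genes and the conditions on the gene lists below (arrays of the treatments not overlapping, camera and fry both under 0.05, themes of the paper left out) were chosen only after the results were seen. Interferon response genes, a list fixed before the data were examined, had a mean of -0.09 on miR-709 replicate A, -0.03 on B, 0.77 on C and 0.76 on D relative to the Cel-239b mean on the log2 scale, against -0.17, -0.03 and 0.20 on Cel-239b replicates B, C and D. Of the 29 genes, limma called 0 over all genes and over the list alone, 7 were higher at an unadjusted p under 0.05, the methods' t-test called 0 after adjustment, and camera gave adjusted p = 6.4e-05, and adjusted p = 0.602 with an estimated correlation.

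Scaling of the arrays or a trend with signal is argued against as the cause of the interferon values, since 0% of 10000 random lists of like mean signal spread as widely over the 4 miR-709 arrays, and the spread was 0.86 as deposited and 0.86 after cyclic loess. A higher amount of mimic on replicates C and D may account for it, and the Table 1 genes had means of -1.24, -1.25, -1.52 and -1.53 on replicates A to D. The order of the 4 arrays by both lists gave an exact permutation p = 0.333 (2-sided, 24 orders, where the smallest p possible is 0.0833), so 4 arrays cannot decide it. In the correlation of deviations between arrays, replicates A and B, and C and D, also stood together. It was -0.06 for A with B and -0.06 for C with D, against -0.51 to -0.44 for the other pairs of miR-709 arrays. Whether A and B came from another mouse or hepatocyte isolation than C and D is not stated, and this was not tested. The 4 arrays may therefore not be independent replicates. No biological explanation was tested, since the design names none within the miR-709 arrays.

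The mean log2 fold change over a list for which the paper gives no values from the arrays as a group was -0.19 for YAP and SRF target genes, 0.18 for hepatocyte secreted proteins and metabolic enzymes, 0.17 for cytochrome P450 genes, 0.15 for fatty acid oxidation genes and 0.26 for bile acid genes. None of these lists passed camera with an estimated correlation (adjusted p = 0.141, 0.388, 0.110, 0.388 and 0.141 in that order). In 14 of 152 named genes 1 of the 4 miR-709 arrays lay apart from the others, where chance gives about 1 in 20. Their log2 signals on that array were *Dync1li1* 7.95 on replicate B, *Nop16* 7.89 on replicate C, *Gsk3b* 8.74 on replicate A, *Acox2* 9.83 on replicate A, *Alb* 13.41 on replicate D, *Gcg* 3.54 on replicate C, *Slc35d2* 8.39 on replicate D, *Kif5b* 9.42 on replicate D, *Ptprb* 4.42 on replicate B, *Fcer1g* 4.07 on replicate D, *G6pc* 6.20 on replicate B, *Rab11a* 8.53 on replicate A, *Cyp2c37* 7.96 on replicate D and *Cyp2c55* 3.60 on replicate C.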

How the results depend on the processing

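The methods' t-test over all probe sets was chosen after the data were seen. Genes lower and higher at an adjusted p under 0.05 numbered 113 and 113 with the methods' t-test and 88 and 90 with that test over all probe sets, and 555 genes were higher among those with a mean log2 signal of at least 6, where fewer genes are tested. With each array left out in turn, with fewer arrays, they numbered 181 to 244 and 180 to 294, and 4 to 8 genes were higher by over 2-fold. Over all genes, 6 of 7 arrays clustered by treatment. The test of gene lists called 15 of 25 lists, 0 with an estimated correlation and 8 with fry. Of the 152 named genes, 30 lost their call with the methods' t-test and 35 with it over all probe sets, up to 11 with any one array left out and up to 6 under each other alternative, while up to 10 gained one. None of the 8 genes of Table 3 was called under any alternative. *Insr* was -0.039 with the mean of its probe sets and -0.013 after cyclic loess. With each array left out, the log2 fold change changed sign for *Sox2* (-0.08 to 0.14), *Myc* (-0.068 to 0.022), *Insr* (-0.028 to 0.043), *Gip* (-0.087 to 0.048), *Gcg* (-0.16 to 0.022), *Ptprb* (-0.26 to 0.037), *Fcer1g* (-0.017 to 0.20), *Rab11a* (-0.16 to 0.055), *Rab25* (-0.08 to 0.02), *Cyp2c39* (-0.13 to 0.17) and *Cyp2c55* (-0.062 to 0.15).

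The adjusted p of lists changed its side of 0.05, or the list its direction, as follows. At a mean log2 signal of at least 5 these were fatty acid and triglyceride synthesis 0.956 (direction reversed), lipid transport 0.956 (direction reversed), bile acid 0.0759, acute phase 0.144 and unfolded protein and stress response 0.144. At a mean log2 signal of at least 6 they were sinusoidal endothelial 0.761 (direction reversed), fatty acid and triglyceride synthesis 0.887 (direction reversed), lipid transport 0.591 (direction reversed), bile acid 0.172, acute phase 0.0955, cell cycle 0.201 and unfolded protein and stress response 0.215. After a further quantile normalization the value was unfolded protein and stress response 0.0522, and after cyclic loess acute phase 0.0647 and unfolded protein and stress response 0.0757. With an estimated correlation the values were contractile 0.282, YAP and SRF 0.141, tubulin, dynein and kinesin 0.141, matrix 0.110, adhesion 0.478, cholangiocyte 0.402, hepatocyte 0.388, P450 0.110, cholesterol 0.602, fatty acid oxidation 0.388, bile acid 0.141, interferon 0.602, acute phase 0.478, cell cycle 0.608 and unfolded protein and stress response 0.542. With fry, which does not compare a list with other genes, they were adhesion 0.0797, cholangiocyte 0.136, cholesterol 0.376, lipid transport 0.562 (direction reversed), interferon 0.336, acute phase 0.0622, cell cycle 0.562 and unfolded protein and stress response 0.172. With each array left out in turn, the adjusted p ran over 0.709 to 0.997 for Kupffer, 0.0143 to 0.139 for acute phase, 5.2e-04 to 0.0550 for adhesion, 3.8e-05 to 0.387 for cell cycle, 0.00538 to 0.0633 for cholangiocyte, 1.4e-04 to 0.0637 for cholesterol, 0.430 to 0.969 for fatty acid and triglyceride synthesis, 0.476 to 0.969 for lipid transport, 0.295 to 0.980 for sinusoidal endothelial, 0.213 to 0.819 for stellate and 0.00742 to 0.171 for unfolded protein and stress response genes. Where no other reason is given, the cause was not tested.

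With the replicate letter as a fixed block, 221 genes were lower and 180 higher at an adjusted p under 0.05 and 9 were higher by over 2-fold, *Sox2* was -0.013 and *Cyp2c39* -0.037, and the lists that changed were fatty acid and triglyceride synthesis 0.594 (direction reversed), lipid transport 0.738 (direction reversed) and acute phase 0.0784. Letter A has no Cel-239b array, so miR-709 replicate A adds nothing to the difference in that fit. The fold changes of *Sox2* and *Cyp2c39* equal those without that replicate, and the lower counts rest on fewer arrays. No shared effect of a letter was seen, since the correlation of deviations between arrays of the same letter was 0.02 for B, 0.02 for C and 0.05 for D. Whether the letters pair the arrays is not stated, and these values do not exclude it. The filters on signal leave out some genes, which have no value there. Lists were not tested with limma-trend, the methods' t-test, the mean of probe sets or array weights, and the seed-site test with its alternatives was not run. Signal over background limits what can be seen for genes near the bottom of the range, such as *Sox2* and *Gcg*.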

Differences from the paper's values

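For *Gsk3b* the paper's p is 7.5E-02 and the unadjusted p from limma was 0.0439. Of the alternatives set before the data were examined, the p came within a factor of 1.5 of the paper's, the limit used for every p here, with the following: 0.0570 with the replicate block, 0.0627 without Cel-239b replicate C, 0.0870 without miR-709 replicate B, 0.0807 without miR-709 replicate C, 0.0824 without miR-709 replicate D, and not with the others. For *Rasgrf1* the paper's p is 1.0E-01 and the value here was 0.197, and it came within that factor of the paper's at 0.0970 with the methods' t-test and not with the others. The same test over all probe sets, chosen after seeing the values, gives *Rasgrf1* the same p and drops 14 of the 40 genes of Tables 1 and 2 at an adjusted p under 0.05. For *Akt1* the paper's p is 1.8E-03 and the value here was 0.00732, and no alternative came within that factor.

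For *Insr* the paper's fold change is -1.1 and the value here was 1.01-fold higher, and no alternative set before the data were examined had the paper's sign together with a log2 fold change within the replicate SD of it. Its other probe set, looked at after seeing the values, was 1.06-fold lower, which equals the paper's value at the 1 decimal that the paper prints. The paper's p for *Insr* is 0.42 and the value here was 0.841, within a factor of 1.5 of the paper's at 0.574 with the mean of the gene's probe sets, 0.531 without Cel-239b replicate B, 0.572 without miR-709 replicate C, and not with the others. Among Tables 1 and 2, the fold change was within 0.02 of the paper's for 40 of 40 genes. The p from the methods' t-test was above the paper's for 40 of 40 (median ratio 35.7) and the p from limma below it for 40 of 40.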

Other observations

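Genes of bile acid metabolism, hepatocyte enzymes and fatty acid oxidation were among those that rose with miR-709. Of 15 bile acid genes, 2 were higher and none was lower (6 higher when adjusted over the list alone), namely *Slco1a4*, a bile acid and organic anion transporter (log2 fold change 0.99, standard error 0.09, adjusted p = 5.6e-04), and *Baat*, which conjugates bile acids (0.87, standard error 0.08, adjusted p = 5.6e-04). The signal of *Slco1a4* with Cel-239b was 4.16 ± 0.19 (SD, n = 3), below the median of the arrays, where a probe set can show little but background, so the size of its rise is uncertain. For the bile acid list, camera gave adjusted p = 1.0e-04, but adjusted p = 0.141 with an estimated correlation, and with dimmer genes left out 0.0759 at a mean log2 signal of at least 5 and 0.172 at 6 or more. Of 29 hepatocyte secreted proteins and metabolic enzymes, 4 were higher and none was lower (8 when adjusted over the list alone), *Hgd*, *Cps1*, *Tat* and *Hp*, with adjusted p = 1.0e-04 by camera and adjusted p = 0.388 with an estimated correlation. Of 27 fatty acid oxidation genes, 4 were higher and 1 was lower (*Ehhadh*, *Cd36*, *Acox2* and, named after its value was seen, *Pdk4* rose, and *Slc27a1* fell), over all genes and when adjusted over the list alone (camera adjusted p = 5.1e-04, and adjusted p = 0.388 with an estimated correlation). The methods' t-test called 3 of the 27 after adjustment. Of 19 liver transcription factors, 2 were higher, *Hnf4a* (0.57, standard error 0.06, adjusted p = 0.00104) and the xenobiotic receptor *Nr1i2* (0.56, standard error 0.07, adjusted p = 0.00277), or 3 when adjusted over the list alone (camera adjusted p = 0.263). On the miR-709 replicates, of which C and D had higher interferon genes, the mean of the hepatocyte list relative to the Cel-239b mean was 0.22 on A, 0.24 on B, 0.14 on C and 0.12 on D, and that of the transcription factors was 0.14 on A, 0.12 on B, 0.00 on C and 0.04 on D.

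Of 20 targets of YAP and SRF, regulators that respond to cell shape and tension, 5 were lower, 1 was higher and 14 did not pass the test (8 lower and 1 higher when adjusted over the list alone), with *Ankrd1* (-0.77, standard error 0.10, adjusted p = 0.00321) among the lower and *Lats2*, a kinase that restrains YAP (0.53, standard error 0.07, adjusted p = 0.00391), the higher, both of which lost their call with the methods' t-test. After adjustment, that test called 2 of the 20 targets. Camera gave adjusted p = 1.1e-05, and adjusted p = 0.141 with an estimated correlation. Of 20 cholesterol synthesis genes, 1 was lower (*Hsd17b7*, 2 when adjusted over the list alone; camera adjusted p = 0.00471, and adjusted p = 0.602 with an estimated correlation). Of 28 cell cycle genes, 1 was lower (*Mcm5*, 1 when adjusted over the list alone; camera adjusted p = 0.0128, and adjusted p = 0.608 with an estimated correlation). Of 21 acute phase and inflammation genes, 1 was lower and 1 higher (*Il1rn* and *Steap4*, 1 and 3 when adjusted over the list alone; camera adjusted p = 0.0359, and adjusted p = 0.478 with an estimated correlation). Of 27 unfolded protein and stress response genes, limma called 0 over all genes and over the list alone, 1 was lower and 5 higher at an unadjusted p under 0.05, and the methods' t-test called 0 (camera adjusted p = 0.0421, and adjusted p = 0.542 with an estimated correlation). Of 18 miRNA pathway genes, 1 was higher (*Ago2*, 3 when adjusted over the list alone; camera adjusted p = 0.623). For cholesterol genes, camera gave adjusted p = 0.0519 without Cel-239b replicate B and 0.0637 without miR-709 replicate C. For cell cycle genes, camera gave adjusted p = 0.198 without Cel-239b replicate B, 0.152 without Cel-239b replicate D and 0.387 without miR-709 replicate C. For acute phase genes, camera gave adjusted p = 0.139 without Cel-239b replicate B, 0.0842 without Cel-239b replicate D, 0.0824 without miR-709 replicate A and 0.0939 without miR-709 replicate B. For unfolded protein and stress response genes, camera gave adjusted p = 0.171 without Cel-239b replicate C, 0.0887 without Cel-239b replicate D, 0.143 without miR-709 replicate C and 0.126 without miR-709 replicate D. Interferon genes were higher on miR-709 replicates C and D. Relative to the Cel-239b mean, the mean of the cholesterol synthesis genes was 0.03 on A, -0.02 on B, -0.24 on C and -0.18 on D of the miR-709 replicates. That of the YAP and SRF targets was -0.17 on A, -0.14 on B, -0.23 on C and -0.25 on D. That of the unfolded protein and stress response genes was 0.01 on A, 0.04 on B, 0.19 on C and 0.18 on D. The cell cycle genes had -0.02 on A, 0.03 on B, -0.29 on C and -0.11 on D, with -0.14 on Cel-239b replicate C.

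Some of these calls were lost when 1 array was left out. *Cps1* had adjusted p = 0.0742 without Cel-239b replicate B, 0.0544 without Cel-239b replicate D, 0.0525 without miR-709 replicate B and 0.0554 without miR-709 replicate C. *Hp* had adjusted p = 0.0560 without Cel-239b replicate B and 0.0596 without Cel-239b replicate C. *Hsd17b7* had adjusted p = 0.103 without Cel-239b replicate B, 0.0883 without Cel-239b replicate C, 0.106 without Cel-239b replicate D, 0.0525 without miR-709 replicate A, 0.0768 without miR-709 replicate B, 0.0999 without miR-709 replicate C and 0.123 without miR-709 replicate D. *Mcm5* had adjusted p = 0.117 without Cel-239b replicate B, 0.0796 without Cel-239b replicate D, 0.0978 without miR-709 replicate A, 0.0785 without miR-709 replicate B and 0.111 without miR-709 replicate C. *Il1rn* had adjusted p = 0.0883 without Cel-239b replicate B, 0.125 without Cel-239b replicate C, 0.0984 without Cel-239b replicate D, 0.0574 without miR-709 replicate A, 0.112 without miR-709 replicate B, 0.0586 without miR-709 replicate C and 0.102 without miR-709 replicate D. *Steap4* had adjusted p = 0.0812 without Cel-239b replicate C and 0.0599 without Cel-239b replicate D. *Ago2* had adjusted p = 0.0984 without Cel-239b replicate B, 0.0821 without Cel-239b replicate D, 0.0980 without miR-709 replicate A, 0.0913 without miR-709 replicate B, 0.0897 without miR-709 replicate C and 0.102 without miR-709 replicate D. With the methods' t-test these calls and that of *Tat* (adjusted p = 0.105) were lost.

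The test of the clustering below was chosen only after its result was seen. Of the 35 ways to divide the 7 arrays into groups of 4 and 3, only that by treatment gave as many genes at an adjusted p under 0.05. It gave 654 against at most 0 for any other. A share of 1 in 35 is the smallest that this test can give. It argues against chance for that count but cannot exclude it. Choice of the 100 genes by the treatment as the whole cause of the clustering is argued against, since over the 1000 genes of highest variance, chosen without the treatment, 7 of 7 arrays also clustered by treatment. Over all genes, likewise chosen without the treatment, it was 6 of 7, so the separation is less complete there.

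The contractile genes *Acta2*, *Tagln* and *Cnn1* are also expressed by stellate cells and myofibroblasts, so fewer of these cells in the miR-709 cultures may account for their fall. The Percoll gradient of the methods, which separates hepatocytes from other liver cells, is meant to remove such cells, and how many remained is not stated for these cultures. The stellate markers outside the contractile list with a mean log2 signal of at least 6 were 3 of 19, with log2 fold changes of -0.26 for *Reln*, 0.13 for *Ecm1* and -0.40 for *Vim*. Their median was -0.26 (SD 0.28) and their lowest value -0.40, against a median of -1.25 for *Acta2*, *Tagln* and *Cnn1*. None of these 3 markers fell as far as the median of those genes. The test still cannot tell whether fewer stellate cells or myofibroblasts caused that fall. *Reln* and *Vim* were also below 0, and 3 markers with this spread are few. Fewer such cells as the cause, in whole or in part, is left open. How much of the fall is an effect of miR-709 within hepatocytes cannot be told.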
